# Endothelial cell polarity and extracellular matrix composition require functional ATP6AP2 during developmental and pathological angiogenesis

**DOI:** 10.1172/jci.insight.154379

**Published:** 2022-10-10

**Authors:** Nehal R. Patel, Rajan K C, Avery Blanks, Yisu Li, Minolfa C. Prieto, Stryder M. Meadows

**Keywords:** Angiogenesis, Vascular Biology, Endothelial cells, Molecular biology, Mouse models

## Abstract

The (Pro)renin receptor ([P]RR), also known as ATP6AP2, is a single-transmembrane protein that is implicated in a multitude of biological processes. However, the exact role of ATP6AP2 during blood vessel development remains largely undefined. Here, we use an inducible endothelial cell–specific (EC-specific) *Atp6ap2*-KO mouse model to investigate the role of ATP6AP2 during both physiological and pathological angiogenesis in vivo. We observed that postnatal deletion of *Atp6ap2* in ECs results in cell migration defects, loss of tip cell polarity, and subsequent impairment of retinal angiogenesis. In vitro, *Atp6ap2*-deficient ECs similarly displayed reduced cell migration, impaired sprouting, and defective cell polarity. Transcriptional profiling of ECs isolated from *Atp6ap2* mutant mice further indicated regulatory roles in angiogenesis, cell migration, and extracellular matrix composition. Mechanistically, we provided evidence that expression of various extracellular matrix components is controlled by ATP6AP2 via the ERK pathway. Furthermore, *Atp6ap2*-deficient retinas exhibited reduced revascularization in an oxygen-induced retinopathy model. Collectively, our results demonstrate a critical role of ATP6AP2 as a regulator of developmental and pathological angiogenesis.

## Introduction

The growth and expansion of the vascular system is a critical physiological process occurring throughout development and adulthood, and pathological conditions can arise with dysregulation of this process. Angiogenesis is the multifaceted process whereby an initial vascular plexus is extended and elaborated throughout the body. A balance in the angiogenic growth of blood vessels is crucial for proper functioning of the vital organs, and both increases and decreases in angiogenesis have been associated with disease states. For example, ischemia secondary to impaired angiogenesis has been implicated in life-threatening disorders such as stroke, myocardial infraction, and neurodegenerative diseases (1–3). In contrast, excessive angiogenesis is linked to diseases such as diabetic retinopathy and cancer (4, 5). A better understanding of the mechanisms that regulate physiological and pathological angiogenesis will allow us to develop effective therapies that can modulate the angiogenesis process and treat vascular angiogenesis–associated disorders.

The murine retina is a well-established model system for studying angiogenesis (6, 7). During retinal angiogenesis, endothelial cells (ECs) at the vascular front rearrange into tip and stalk cells to guide vessel growth that leads to the establishment of the retinal vascular network (8). The tip ECs are proinvasive in nature and respond to guidance cues presented by the neighboring tissues and various cell types to facilitate angiogenic sprouting. Tip cell polarity is an important regulator of sprouting angiogenesis, as disruption of EC polarization has been implicated in impaired retinal angiogenesis (9–12). Furthermore, during the sprouting process, the extracellular matrix (ECM) provides a crucial scaffold for EC attachment and migration (13, 14) and modulates signal-transduction pathways essential for EC morphogenesis (15, 16). Factors that regulate retinal angiogenesis, particularly those involved with EC polarity and ECM deposition, are of great interest to the field; however, many of these critical factors remain largely uncharacterized.

The (Pro)renin receptor ([P]RR), also known as ATP6AP2, is encoded by the *Atp6ap2* gene. ATP6AP2 is ubiquitously expressed and highly conserved from mice to humans (17, 18). ATP6AP2 binds renin and prorenin as its natural ligands. The binding of ATP6AP2 to prorenin generates active renin, whereas binding to renin amplifies the hydrolysis of angiotensinogen to angiotensin I in the renin angiotensin system (RAS) cascade. These receptor-ligand interactions enhance the activity of the tissue RAS, which is implicated in various pathophysiological conditions (18–21). However, activation of ATP6AP2 by renin or prorenin also stimulates intracellular tyrosine phosphorylation pathways, independently of RAS signaling. In addition, ATP6AP2 serves as an adaptor for a number of different proteins, such as the vacuolar-ATPase (v-ATPase) and the Wnt receptor complex (22). These interactions highlight the ligand-dependent and ligand-independent multilevel regulatory properties of ATP6AP2. Accordingly, ATP6AP2 controls a variety of cell biological processes, including autophagy, cell cycle progression, cell polarity, development of kidney vasculature, differentiation of renin-expressing cells, and maintenance of podocytes (23–28). Deletion of *Atp6ap2* in embryonic stem cells failed to produce viable chimeras upon implantation into blastocysts, confirming the importance of ATP6AP2 in embryonic viability (29). Conditional *Atp6ap2* KO mice were generated to better decipher the roles of ATP6AP2 in normal development and the functioning of different organs (30). Cell-specific ablations of *Atp6ap2* performed in photoreceptor cells, murine cardiomyocytes, and smooth muscle cells have provided insight into the tissue-specific roles of ATP6AP2 (25, 30, 31). Initial studies reported that ATP6AP2 regulates angiogenic activity in proliferative diabetic retinopathy (32). Additionally, ATP6AP2 was shown to be expressed in infantile hemangioma patients and to regulate EC proliferation via the Wnt signaling pathway (33). In vitro studies utilizing human umbilical vein ECs (HUVECs) and implanted matrigel plug assays demonstrated that ATP6AP2 promotes angiogenic properties by inducing the ERK pathway independent of RAS signaling (34). However, the function of ATP6AP2 in vascular development and physiological angiogenesis in vivo has not been studied and, hence, remains largely unknown.

Here, we show that ATP6AP2 is a critical regulator of the angiogenesis process, specifically playing a role in the establishment of the ECM and tip cell polarity in the retina. Constitutive EC-specific ablation of *Atp6ap2* was embryonic lethal due to vascular defects, while inducible EC-specific deletion of *Atp6ap2* led to defective postnatal retinal angiogenesis. We observed impaired EC polarity in *Atp6ap2*-deficient retinas. Moreover, loss of *Atp6ap2* impaired EC sprouting and migration both in vivo and in cultured human ECs in vitro. Mechanistically, our data provide support that signaling of ATP6AP2 via the ERK1/2 pathway regulates downstream ECM targets upon binding of prorenin in ECs. Lastly, using an oxygen-induced retinopathy (OIR) model, we demonstrated that ATP6AP2 is also important for the revascularization process in pathological angiogenesis.

## Results

### Endothelial-specific deletion of Atp6ap2 results in impaired angiogenesis in vivo.

To gain insight into the role of ATP6AP2 in blood vessel development, we first examined its expression in various tissues by utilizing the available transcriptomic data from several EC databases. We used Vascular Endothelial Cell Trans-Omics Resource Database (VECTRDB) to analyze organ-specific, EC expression of *Atp6ap2* (35). *Atp6ap2* mRNA was detected at similar levels in P7 brain, liver, lung, kidney, and adult brain ECs, while cultured brain ECs showed the highest levels of *Atp6ap2* expression (Supplemental Figure 1A; supplemental material available online with this article; undefinedDS1). Examination of single-cell RNA-Seq (scRNA-Seq) data generated from P7 isolated brain ECs in the same database show comparable levels of *Atp6ap2* expression in subtypes of brain ECs, including capillary, venous, arterial, and tip cells (Supplemental Figure 1B). In addition, we surveyed scRNA-Seq data obtained from adult lung and brain ECs and vascular-associated cell types, such as mural cells, perivascular fibroblast-like cells, and astrocytes using the following database: http://betsholtzlab.org/VascularSingleCells/database.html (36, 37). Among these data sets, we observed various levels of *Atp6ap2* in the different subtype of lung and brain ECs, as well as their respective vascular support cells (Supplemental Figure 1, C and D). Evaluation of RNA-Seq data from isolated murine retinal ECs at different stages of postnatal development (38) revealed highest expression levels of *Atp6ap2* at P10 and P15 with retained expression up to P50 (Supplemental Figure 1E). Lastly, we performed Western blot analysis on different sources of ECs (transformed and primary murine and human ECs) and confirmed that ATP6AP2 is expressed at varying degrees in a multitude of different ECs (Supplemental Figure 1F). Overall, these analyses reveal that *Atp6ap2* is expressed in the endothelium, and among various types of ECs, thereby supporting a potential role for ATP6AP2 in regulating blood vessel growth and maintenance during development and into adulthood, respectively.

To investigate the role of ATP6AP2 during embryonic vascular development, conditional *Atp6ap2*-floxed female mice (*Atp6ap2*^fl/fl^; *Atp6ap2* resides on the X chromosome) were crossed with male mice expressing a *Cre* transgene under control of the *Tie2* promoter and enhancer (39) (Supplemental Figure 2A). Constitutive EC-specific deletion of *Atp6ap2* resulted in embryonic lethality, as no *Atp6ap2*^fl/Y^;*Tie2-*Cre male offspring were found to be born (Supplemental Figure 2B; Y refers to the Y chromosome). Conversely, *Atp6ap2*^fl/Y^, *Atp6ap2*^fl/WT^, and *Atp6ap2*^fl/WT^;*Tie2-Cre* mice were born and lived throughout adulthood. In order to identify the stages of lethality, timed mating was performed, and embryos at multiple stages were analyzed. Gross examination showed that, at E12.5, *Atp6ap2*^fl/Y^;*Tie2-*Cre embryos were under developed, often reduced in size, and perfused blood vessels were typically absent in the brains of *Atp6ap2* mutant embryos when compared with the control genotypes (Supplemental Figure 2C). However, we observed that the blood vessels in the yolk sac of *Atp6ap2* mutants appeared to be perfused similar to controls. *Atp6ap2*^fl/Y^;*Tie2-*Cre embryos examined at E13.5 and later were in the reabsorption process, indicating that lethality occurred at approximately E12.5. These data suggest that endothelial ATP6AP2 is essential for vascular development. However, lethal vascular defects were less likely to be associated with initial blood vessel formation because major dysfunctions in the vasculogenic process generally result in lethality by E10.5. Instead, the stage of embryonic lethality more closely correlated with defects in angiogenesis, which begins around E9.5 when new vessels form from the initial vascular plexus (40, 41).

To explore the role of endothelial ATP6AP2 during physiological angiogenesis, we generated inducible, EC-specific conditional KO (iECKO) mice of ATP6AP2 by combining the *Atp6ap2*-floxed and *Cdh5*(PAC)-CreER^T2^ mouse lines (30, 42). The resulting male *Atp6ap2*^fl/Y^;*Cdh5*(PAC)-CreER^T2^ and female *Atp6ap2*^fl/fl^;*Cdh5*(PAC)-CreER^T2^ mice that undergo gene deletion are hereafter referred to as *Atp6ap2*^iECKO^, while *Atp6ap2*^fl/Y^ and *Atp6ap2*^fl/fl^ mice lacking *Cdh5*(PAC)-CreER^T2^ are hereafter referred to as control mice.

Utilizing the *Atp6ap2*^iECKO^ and control mice, our studies centered on the angiogenic blood vessels that form in the retina during postnatal development. Cre-mediated recombination of *Atp6ap2* was induced by daily oral administration of tamoxifen at P1–P3 for early induction or at P5–P7 for late induction (Figure 1A). Successful, robust EC-specific Cre-mediated deletion of *Atp6ap2* was confirmed at the mRNA level in both isolated lung ECs (iLECs) and isolated retinal ECs (iRECs) (Figure 1B). This was also confirmed at the protein level in iLECs at P7 (Figure 1, C and D). Additionally, the Ai14 (Rosa-CAG-LSL-tdTomato) reporter line (43) indicated EC-specific Cre-mediated recombination in *Atp6ap2*^iECKO^ mice (Supplemental Figure 3). Examination of isolectin B4–stained (IB4-stained) whole-mount retinas at P7 following early induction revealed impaired retinal vascular development in *Atp6ap2*^iECKO^ mice. In comparison with control retinas, *Atp6ap2*^iECKO^ retinas exhibited a 17%, 25%, and 43% decrease in vascular outgrowth, density, and branch points, respectively (Figure 1, E–H). We also assessed for potential contributions of Cre toxicity to *Atp6ap2*^iECKO^-derived vascular phenotypes; however, no significant changes in vascular outgrowth were observed in Cre^+^ mice in the absence of gene deletion (Supplemental Figure 4). After initial peripheral outgrowth of the superficial vessel plexus, retinal vessels sprout perpendicularly into the deeper retina at approximately P7 or P8. To assess angiogenesis in the deep layer, delayed inactivation of *Atp6ap2* was performed at P5–P7, and retinas were analyzed at P12. No differences in superficial vascular outgrowth between the control and *Atp6ap2*^iECKO^ retinas were observed (Figure 1, I and J). However, P12 *Atp6ap2*^iECKO^ retinas displayed both reduced vascular density in the superficial vascular plexus (Figure 1, I and K) and severely diminished vascular sprouting into the deep layer of the retina (Figure 1, I, L, and M). Specifically, we observed a blunted vertical sprout phenotype with substantially fewer sprouts in *Atp6ap2*^iECKO^ mice in comparison with control mice that displayed proper vertical sprouting into the deep plexus (Supplemental Figure 5). Taken together, these findings indicate that ATP6AP2 is essential for retinal angiogenic growth during postnatal development.

### ATP6AP2 regulates sprouting angiogenesis.

The most obvious defects in *Atp6ap2*^iECKO^ retinas were observed at the vascular front, where tip cells (also known as superficial tip cells) actively guide angiogenic growth radially. To gain insight into the vascular deficiencies associated with this phenotype, we performed a detailed analysis of the retinal vascular growth front at P7. We note that the vascular density at the leading front normally varies in regions near the arteries and veins (the vasculature is generally denser near the ends of the veins), so we were careful to assess equivalent areas in our analyses. *Atp6ap2*^iECKO^ mice displayed a decrease in total number of sprouts compared with control retinas (Figure 2, A and B). Interestingly, sprouts that did form in *Atp6ap2* mutants showed no difference in filopodia numbers per sprout compared with the control group (Figure 2, C and D). To further explore the role of ATP6AP2 in sprouting angiogenesis, we analyzed sprout formation in a fibrin bead assay using immortalized human aortic ECs (telomerase human aortic EC [TeloHAECs]) because of their robust ATP6AP2 expression profile (Supplemental Figure 1F). We first treated TeloHAECs with siRNAs targeting *Atp6ap2* and verified successful siRNA-mediated downregulation at both the mRNA and protein levels compared with scrambled control siRNA–treated cells (Figure 2, E–G). Next, equal numbers of *Atp6ap2* siRNA– and control siRNA–treated TeloHAECs were coated onto beads and subjected to the fibrin bead sprouting assay. After 120 hours, *Atp6ap2-*deficient ECs displayed defective sprouting with significantly fewer sprouts per bead, and the sprouts rarely formed bifurcations when compared with the sprouts produced by control siRNA–treated cells (Figure 2, H and I, and Supplemental Figure 6). Additional DAPI staining also demonstrated that the beads were sufficiently covered by ECs in both siRNA treatments groups (Supplemental Figure 6). Based on these data, we conclude that ATP6AP2 is necessary for proper sprouting angiogenesis.

We also observed that the vasculature in *Atp6ap2* mutants was considerably dense at the growth front, with ECs more closely packed together. Compromised sprouting angiogenesis likely contributed to the increased density; however, changes in EC proliferation alone or in combination with impaired sprout formation could also explain this observed phenotype. We assessed whether proliferation in the vascular front was altered by immunofluorescence colabeling for the ETS-related protein (ERG), an EC-specific nuclear marker, and the proliferation marker Ki67. Quantification of Ki67^+^/ERG^+^ ECs showed no changes in EC proliferation at the vascular front upon loss of ATP6AP2 (Figure 2, J and K). Moreover, we found no difference in the total number of ERG^+^ ECs at the leading vessel front compared with control *Atp6ap2* retinas (Figure 2, L and M). Thus, changes in EC proliferation do not appear to be responsible for the increased vascular density at the growing front.

### Loss of ATP6AP2 leads to defective EC migration and polarity in vivo and in vitro.

In addition to an increased vessel density at the vascular front, *Atp6ap2*^iECKO^ retinas exhibited reduced outgrowth of the superficial vascular plexus (Figure 1, E and F). This phenotype often occurs as the result of defective EC migration, which can subsequently cause an increased vessel density at the front. To further evaluate ATP6AP2’s role in EC migration, we characterized EC nuclei shape at the vascular front by staining for ERG. We observed that the majority of the nuclei of tip ECs in the control retinas were elliptical, while the nuclei of ECs at the vascular front of *Atp6ap2*^iECKO^ mice were more spherical in shape (Figure 3, A and B). Elliptical nuclei are associated with actively migrating cells, whereas spherical nuclei are a characteristic of static cells (12, 44, 45). We next performed scratch-wound assays on siRNA-treated TeloHAECs to characterize migration in vitro. Quantification analysis of the invaded area 40 hours after scratch demonstrated that loss of *Atp6ap2* resulted in impaired wound closure and significantly reduced the rate of EC migration (Figure 3, C and D). Together, our in vivo and in vitro results further support the notion that diminished vascular sprouting and migration in the absence of ATP6AP2 contribute to reduced retinal vascular outgrowth and increased vessel density at the leading front.

Defects in directed cell migration can be caused by numerous factors. Using the scratch-wound assay, we evaluated the possible effect of cell apoptosis on wound closure rate. Immunofluorescence staining for cleaved caspase-3 (cCASP-3) was performed on both control and *Atp6ap2* siRNA–treated cells following cell migration, and essentially no cells, either at the wound site or within the culture, were positive for cCASP-3 in either group (Supplemental Figure 7, A and B). Furthermore, to expand this analysis in vivo, we performed immunofluorescence antibody staining for cCASP-3 on *Atp6ap2* control and mutant retinas. Similar to the scratch assay, we did not observe any differences in cCASP-3 staining between the samples (Supplemental Figure 7C). Together, we conclude that cell death was not associated with the loss of ATP6AP2 and, therefore, was not a contributing factor to impairment of EC migration in vitro or involved in the manifestation of the defective retinal vasculature (Supplemental Figure 7).

To further identify potential causes of defective EC migration in *Atp6ap2* mutants, we focused on assessing EC polarity. Alterations in cell polarity have substantial effects on cell migration (10, 46, 47), while ATP6AP2 has been demonstrated to regulate cell polarity dynamics in other cell types (25, 48). Typically, ECs establish a front-rear polarity axis by orienting their Golgi apparatus in front of the nucleus and toward the direction of migration (toward the retina periphery). Thus, we initially assessed tip EC polarity at the angiogenic front by staining for IB4, ERG, and Golgi matrix protein 130 (GM130) to define Golgi apparatus polarization in respect to the EC nuclei. In control retinas, tip ECs generally had their Golgi positioned in front of the nucleus toward the peripheral avascular area, while such polarization was rarely observed in the ECs at the growing front of *Atp6ap2*^iECKO^ mice (Figure 3E). Furthermore, we assessed whether the loss of ATP6AP2 affects EC polarity within arteries, veins, and capillaries. ECs in the arteries and veins typically orient the front of the cell (polarize) against the direction of the flow. Immunofluorescence staining of control and *Atp6ap2*^iECKO^ retinas at P7 for GM130, IB4, and ERG showed that loss of ATP6AP2 did not impact the polarity of ECs in the capillary plexus, veins, or the arteries (Supplemental Figure 8). Moreover, the morphology of the arteries and veins appeared indistinguishable between *Atp6ap2* control and mutant retinas. Thus, alterations in polarity appeared to be limited to the endothelial tip cells where the vascular phenotypes were most severe. Next, we investigated whether ATP6AP2 regulates endothelial polarization in vitro. siRNA-treated TeloHAECs were subjected to scratch-wound assays, and the nucleus/Golgi axis angles were measured near the wound site. The majority of control siRNA–treated cells showed polarization of GM130-stained Golgi in front of the nucleus and in the direction of the wound where migration normally occurs (Figure 3, F and G). In contrast, *Atp6ap2* siRNA–treated cells failed to consistently polarize Golgi toward the wound (Figure 3, F and G). These results were consistent with the defective tip cell polarity observed within ATP6AP2-deficient ECs in vivo and revealed a prominent role for ATP6AP2 in determining EC polarity.

Previous reports investigating photoreceptor cells have indicated a physical association between ATP6AP2 and PAR3 (25), which has been established to be a critical regulator of polarity in ECs (49, 50) and many other cell types (51, 52). Additionally, ATP6AP2 has been shown to have gene-to-gene network interactions relating to cancer cell metabolism with PARVA (53), a member of the Parvins protein family that regulates ECs polarity during embryonic blood vessel development (54). Given these relationships, we examined whether loss of ATP6AP2 had effects on the in vivo expression of either protein. Utilizing proteins from iLECs, we quantified expression levels of PAR3 and PARVA. *Atp6ap2*^iECKO^ mice displayed a substantial reduction in PAR3 and PARVA expression as compared with the control iLECs (Figure 3, H and I). Thus, these results connect ATP6AP2 deficiency to the downregulation of 2 major ECs’ polarity-determinant proteins. Collectively, our in vivo and in vitro evidence underscored the importance of ATP6AP2 in the establishment of front-rear EC polarity during angiogenic expansion of the vasculature.

### Gene expression changes in Atp6ap2-deficient ECs reveal potential roles in various cellular processes.

Information pertaining to the function of ATP6AP2 in the endothelium is exceedingly limited. Therefore, we performed RNA-Seq on iLECs at P7 (Figure 4A) to build an initial, comprehensive understanding of the ATP6AP2-associated processes at play in postnatal vascular development. 

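The RNA-Seq compared iLECs of 3 control and 3 *Atp6ap2* iECKO samples at P7, with 1 library per sample. iLECs were CD31-positive cells that the authors took from digested lungs with antibody-coated magnetic beads, after oral tamoxifen (100 μg) on P1 to P3. Control samples carried the floxed *Atp6ap2* allele without Cre. *Atp6ap2* iECKO samples also carried *Cdh5-Cre ERT2*, a tamoxifen-inducible Cre recombinase driven by the promoter of the endothelial gene *Cdh5*. The authors made mRNA libraries with a TruSeq kit, sequenced them on a NextSeq instrument, aligned the reads to the mm10 genome and quantified each gene with the BaseSpace tools. Their deposited table lists 24972 gene symbols with 1 value per gene and library. These values are estimated counts that the authors had already normalized, although the sample labels describe them as raw. They are not whole numbers, and the median ratio of each library to the geometric mean of all 6 was 1.0036 in every library. They are called normalized counts here. Their totals were between 26359661 and 28725799 in the control libraries (median 27813574) and between 26243878 and 27221581 in the *Atp6ap2* iECKO libraries (median 27104145). The number of reads behind each value cannot be recovered from the table. The step between its lowest values, which reflects the scaling of each library, placed the depth of the control libraries between 1.00 and 1.04 times that of the shallowest library, and that of the *Atp6ap2* iECKO libraries between 1.25 and 1.55 times. Across genes, which are not independent replicates, Pearson's r between libraries of the same genotype was between 0.972 and 0.977 in controls and between 0.976 and 0.980 in *Atp6ap2* iECKO mice. The sample labels give an fl/Y genotype for all 6 samples. *Xist*, which is transcribed from the inactive X chromosome, had normalized counts of 37704 and 44402 in control replicates 1 and 2 and of 39442 and 47487 in *Atp6ap2* iECKO replicates 1 and 3. In control replicate 3 and *Atp6ap2* iECKO replicate 2 it had 31.7 and 19.3. Differential expression was tested with limma on the log2 of the normalized count plus 1, for the 14456 genes with a normalized count of at least 10 in at least 3 libraries, and *P* values were adjusted by the Benjamini-Hochberg method. Libraries of the 2 genotypes share replicate numbers in their labels. Across genes, the deviations of same-numbered libraries from the mean of their genotype correlated with r = 0.25, 0.11 and 0.08 (mean 0.15), against a mean of -0.07 for the other pairs (from -0.21 to 0.10). The deviations within a genotype cancel for each gene, so a positive mean for same-numbered pairs forces a negative mean for the others. The contrast of the means is therefore no evidence of a pairing, and the value for replicate 3 was below the highest other pair. Because the labels share numbers, results with the replicate number as a covariate are given beside many of those without it.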

RNA-Seq analysis of 3 biological replicates revealed 1,876 differentially expressed genes (823 upregulated genes and 1,053 downregulated genes) after *Atp6ap2* inactivation in ECs (Figure 4B). 

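Of the genes tested, 1193 differed between *Atp6ap2* iECKO and control iLECs at an adjusted *P* value below 0.05, of which 474 were higher and 719 lower in *Atp6ap2* iECKO mice. Without adjustment, 3453 genes had a *P* value below 0.05. The normalized counts of the genotypes did not overlap for 4303 genes, or 29.8% of those tested, where chance gives 10%. The median size of the log2 fold change among the 1193 genes was 0.89, and 500 of them changed by at least 1 on the log2 scale (122 higher, 378 lower). With the replicate number as a covariate, 1508 genes passed (670 higher, 838 lower), and these included 443 of the higher and 687 of the lower genes. The balance of higher and lower genes depended on the setting. Library size scaling gave 573 higher and 599 lower, and leaving out control replicate 2 reversed the balance, to 460 higher and 365 lower. The alternative that moved the count most was an adjusted *P* value below 0.01, which 90 genes met (8 higher, 82 lower). *Atp6ap2* lies on chromosome X of GRCm38 from 12587801 to 12617049. Its normalized count was 6329 ± 1008 (SD, n = 3) in control iLECs and 2846 ± 1203 (SD, n = 3) in *Atp6ap2* iECKO iLECs. The log2 fold change was -1.22 (standard error 0.26, adjusted *P* = 0.0306 from limma, and 0.0106 with the replicate covariate). The genotypes did not overlap (exact permutation test, two-sided *P* = 0.1, the smallest that 3 samples against 3 allow). *Atp6ap2* iECKO replicate 1 kept a normalized count of 4220, against 2336 and 1982 in replicates 2 and 3. With each replicate left out in turn, the log2 fold change stayed between -1.54 and -1.0, and its adjusted *P* value was below 0.05 in 1 of these 6 fits. Among genes with an adjusted *P* value below 0.05, a mean of at least 100 and no overlap between genotypes, the largest rise was that of *Esr1*, on chromosome 10 from 4611593 to 5005614. It rose from 17.1 ± 10.9 (SD, n = 3) to 240.3 ± 87.6 (SD, n = 3), a log2 fold change of 3.87 (standard error 0.54, adjusted *P* = 0.0104, and 0.0127 with the replicate covariate). *Esr1* encodes estrogen receptor α, and the Cre ERT2 transgene that controls lack contains an estrogen receptor ligand-binding domain. The next largest rises were those of *Eda2r* (log2 fold change 2.67), *Nts* (2.13), *Dctd* (2.01) and *Abcb1b* (1.90). The largest fall was that of *Olfm2*, on chromosome 9 from 20667690 to 20746349, from 190.1 ± 69.2 (SD, n = 3) to 31.8 ± 18.8 (SD, n = 3). Its log2 fold change was -2.61 (standard error 0.45, adjusted *P* = 0.0169, and 0.0106 with the replicate covariate). *Art3* (-2.29), *Galnt16* (-2.18), *Kcne4* (-2.16) and *Tnfaip6* (-2.14) followed. All 10 of these genes also passed with the replicate covariate.

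**Figure D1:**
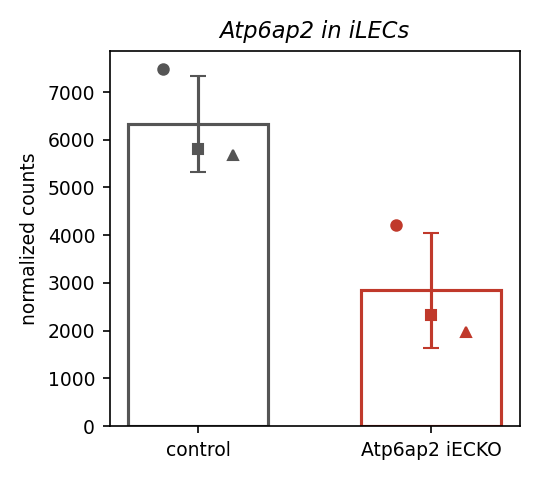
Normalized counts of *Atp6ap2* in iLECs of control and *Atp6ap2* iECKO mice. Bars are means of 3 libraries, error bars are SDs and points are libraries (circle, replicate 1; square, replicate 2; triangle, replicate 3). The *Atp6ap2* iECKO libraries sit between 1982 and 4220, all below the lowest control at 5681.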

Next, we performed cross-organ comparison of the differentially expressed genes in *Atp6ap2*^iECKO^ mice with those identified as organ-specific EC transcripts (35). We observed relatively small changes in sets of organ-specific genes for the brain, liver, and kidney upon loss of ATP6AP2 (Figure 4C). Gene ontology (GO) analysis for enriched biological processes showed upregulated genes to be associated with DNA replication, regulation of cell cycle, and metabolic process (Figure 4D). In contrast, the downregulated genes were enriched in processes associated with angiogenesis, extracellular structure organization, and regulation of cellular response to growth factor stimulus (Figure 4D). 

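Gene sets were taken from the mouse Reactome pathways and from lists of genes written by hand, and GO terms were not used here. Each set was tested among the upregulated and among the downregulated genes with a one-sided Fisher's exact test, against the genes tested, with Benjamini-Hochberg adjustment over 876 sets in both directions. Of the 98 tested genes of the Reactome set DNA Replication, 27 were upregulated where 3.21 were expected, a ratio of 8.40 (adjusted *P* = 5.58e-16). With the replicate covariate, 32 were upregulated (ratio 7.05, adjusted *P* = 3.04e-17). Over all alternatives the ratio ranged from 4.28 with limma's mean-variance trend left out (adjusted *P* = 1) to 15.78 without *Atp6ap2* iECKO replicate 3, and the adjusted *P* value from 6.97e-21 to 1. Of the 452 genes of the Reactome set Cell Cycle, 94 were upregulated where 14.82 were expected, a ratio of 6.34 (adjusted *P* = 2.54e-46, and 1.6e-69 with the replicate covariate, where 134 were upregulated). For both sets the adjusted *P* value was above 0.05 in 3 of the 6 fits that each left out a replicate. Without control replicate 3, *Atp6ap2* iECKO replicate 2 or *Atp6ap2* iECKO replicate 3, which left 65, 32 and 28 upregulated genes in all, the ratio for DNA Replication was 4.48, 9.24 and 15.78 (adjusted *P* = 1, 0.596 and 0.0569). That for Cell Cycle was 2.93, 3.99 and 5.71 (adjusted *P* = 0.547, 0.592 and 0.0868), in a range from 2.03e-82 to 0.592 over all alternatives. No gene of DNA Replication and 3 genes of Cell Cycle were downregulated. The median log2 fold change was 0.26 in DNA Replication and 0.25 in Cell Cycle. A test for a shift of all tested genes of each set, limma's camera, gave adjusted *P* = 2.51e-15 and 1.92e-16. Metabolic process as a GO term was not analysed here. Of the 49 tested genes on a list for ribosome biogenesis, 26 were upregulated where 1.61 were expected, a ratio of 16.18 (adjusted *P* = 1.66e-23, and 2.63e-24 with the replicate covariate). Without *Atp6ap2* iECKO replicate 2 or 3 this ratio was 0, and without control replicate 3 it was 4.48 (adjusted *P* = 1, the highest over the alternatives, of which the lowest was 1.72e-27).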

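Of the 198 tested genes of the Reactome set Extracellular matrix organization, 46 were downregulated where 9.85 were expected, a ratio of 4.67 (one-sided Fisher's exact test, adjusted *P* = 9.58e-17). With the replicate covariate, 51 were downregulated (ratio 4.44, adjusted *P* = 4.13e-18). The alternative that moved the ratio most was leaving out control replicate 3, at 8.18 (adjusted *P* = 6.28e-12, where the alternatives ranged from 3.86e-18 to 2.69e-07). Only 2 genes of the set were upregulated, where 6.49 were expected. The set's median log2 fold change was -0.19, and 68.2% of its genes were lower in *Atp6ap2* iECKO iLECs. Of the 53 tested genes on a list for angiogenesis, written by hand, 11 were downregulated where 2.64 were expected, a ratio of 4.17 (adjusted *P* = 0.000943, and 0.000126 with the replicate covariate, where 13 were downregulated). The list's median log2 fold change was -0.15. Its adjusted *P* value was above 0.05 without control replicate 3 (0.926), *Atp6ap2* iECKO replicate 2 (0.364) or *Atp6ap2* iECKO replicate 3 (0.195), in a range from 0.000126 to 0.959 over all alternatives. The cellular response to growth factor stimulus was not analysed here. Marker genes of fibroblasts and of mural and smooth muscle cells were lower in the same *Atp6ap2* iECKO libraries.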

Additional heatmap analyses indicate downregulation of transcripts encoded by genes involved in promoting angiogenesis (Figure 4E), cell-directed migration (Figure 4F), and ECM composition (Figure 4G) in *Atp6ap2*^iECKO^ mice compared with controls. 

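The genes of each heatmap were read from the figure. All 14 genes of Figure 4E were lower in *Atp6ap2* iECKO iLECs with an adjusted *P* value below 0.05, with log2 fold changes from -1.55 to -0.32 and a median of -1.17. Of the 9 genes of Figure 4F, 6 passed, with a median of -0.65 over the list and a largest fall of -1.57 for *Bmper*. *Spry1* (adjusted *P* = 0.0562), *Spry2* (0.0619) and *Fstl3* (0.0705) did not. Of the 14 genes of Figure 4G, 11 passed, with a median of -1.33 over the list. *Lama5* (adjusted *P* = 0.0532), *Col7a1* (0.0562) and *Col14a1* (0.0977) did not. In all 37 genes the normalized counts of the genotypes did not overlap, where chance gives 10%. With the adjustment made over each list alone, 14, 9 and 14 genes passed, but the lists are the paper's own selection from these libraries. With the replicate covariate, 14, 6 and 12 genes passed, *Col14a1* now among them. An adjusted *P* value below 0.01 moved the counts most, to 2 genes in each list. For Figure 4F, leaving out *Atp6ap2* iECKO replicate 3 moved the count as far. The fall was smallest in *Atp6ap2* iECKO replicate 1, the library that kept the most *Atp6ap2*. Its median log2 ratio to the control mean was -0.90 over the genes of Figure 4E, -0.52 over those of Figure 4F and -0.81 over those of Figure 4G. In replicates 2 and 3 the median was -1.22 and -1.17 for Figure 4E, -0.69 and -0.74 for Figure 4F, and -1.41 and -1.60 for Figure 4G. The order of replicates 2 and 3 followed *Atp6ap2* for Figures 4F and 4G but not for Figure 4E. Fibroblast markers also fell least in replicate 1 (-1.17, against -1.59 and -1.56), so these values do not tie the falls to *Atp6ap2*. Marker genes of 5 cell types, on lists that share no gene with the heatmaps, were measured in the same libraries with camera. The median log2 fold change was -0.01 for 30 endothelial markers (adjusted *P* = 0.737), -1.47 for 31 fibroblast markers (2.22e-13, and 4.33e-11 with the replicate covariate) and -1.41 for 26 mural and smooth muscle markers (9.44e-16, and 1.05e-14). It was -0.07 for 26 epithelial markers (0.809) and 0.21 for 28 leukocyte markers (0.389). These 2 lists varied widely within a genotype, so neither a change nor its absence can be read from them. In the controls the median log2 ratio of the epithelial markers was -0.43, -0.46 and 0.94. In the *Atp6ap2* iECKO libraries that of the leukocyte markers was 0.6, -0.65 and 0.86. Of the fibroblast markers 20 were downregulated, and of the mural and smooth muscle markers 16.

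**Figure D2:**
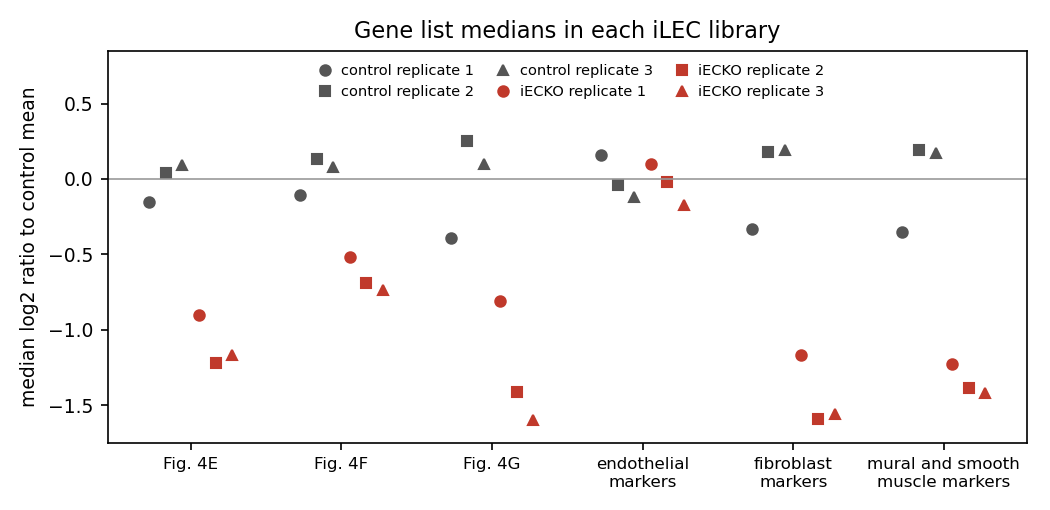
Median log2 ratio to the mean of the controls (vertical axis) of the genes of Figure 4, E to G, and of 3 lists of cell type markers in each iLEC library (gray, control; red, *Atp6ap2* iECKO; circle, replicate 1; square, replicate 2; triangle, replicate 3). Fibroblast markers lie between -0.33 and 0.19 in control libraries and between -1.59 and -1.17 in *Atp6ap2* iECKO libraries, and endothelial markers of both genotypes between -0.17 and 0.16.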

Decreases in expression of proangiogenic and cell migration genes in *Atp6ap2* mutants further confirmed a vital role of ATP6AP2 in the regulation of angiogenesis. Lastly, GO analyses for phenotype, molecular function, cellular component, and pathway enrichment in differentially expressed genes revealed involvement of downregulated genes with abnormal blood vessel morphology, ECM structural constituent, cell leading edge, and axon guidance pathway (Supplemental Figure 9).

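Of these categories, only axon guidance had a set among those tested. Of the 256 tested genes of the Reactome set Axon guidance, 35 were downregulated where 12.73 were expected, a ratio of 2.75 (one-sided Fisher's exact test, adjusted *P* = 1.98e-06). With the replicate covariate, 37 were downregulated (ratio 2.49, adjusted *P* = 6.38e-06). The set's median log2 fold change was -0.06, and 59.8% of its genes were lower in *Atp6ap2* iECKO iLECs. Its adjusted *P* value was above 0.05 in 1 of the 6 fits that each left out a replicate (without control replicate 3, 0.077, ratio 3.02), in a range from 9.64e-08 to 0.0976 over all alternatives. The ligand *Slit2* and the receptor *Robo1*, had log2 fold changes of -1.18 and -0.97 (adjusted *P* = 0.0125 and 0.0119). Phenotype, molecular function and cellular component terms were not analysed here.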

Based upon the retinal vascular phenotypes observed in *Atp6ap2*^iECKO^ retinas (Figures 1–3), it was not surprising that genes involved in angiogenesis and cell migration were found to be reduced in the iLECs. However, dramatic changes in expression of numerous ECM markers, primarily collagens, and laminins were somewhat unexpected. Therefore, to assess whether our ECM transcriptomic findings in the iLECs were conserved in the retina, we examined gene expression for several ECM components. 

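Of 44 collagen genes in the deposited table, 39 were expressed at a level that could be tested. In *Atp6ap2* iECKO iLECs 28 of these were lower and 11 higher, and these numbers were the same with library size or upper quartile scaling in place of the authors' normalization. At an adjusted *P* value below 0.05, 13 were downregulated and 0 upregulated, and without adjustment 20 of the lower genes had a *P* value below 0.05. The 13 genes were *Col22a1*, *Col1a1*, *Col1a2*, *Col3a1*, *Col16a1*, *Col6a3*, *Col6a2*, *Col13a1*, *Col27a1*, *Col6a1*, *Col12a1*, *Col23a1* and *Col5a1*. Their log2 fold changes ranged from -2.35 for *Col22a1*, whose normalized counts were low at 54.6 ± 18.7 in controls and 10.01 ± 4.40 in *Atp6ap2* iECKO iLECs (SD, n = 3 each), to -0.67 for *Col5a1*. With the adjustment made over the 39 genes alone, 18 were downregulated and 1 was upregulated. With the replicate covariate, 14 were downregulated and 1 was upregulated. The upregulated gene in both was *Col15a1*, named after its value was seen, with a log2 fold change of 0.82 (adjusted *P* = 0.0615 over all genes). The alternative that moved the count most was an adjusted *P* value below 0.01, which 2 collagen genes met. Of the 11 laminin genes tested, 7 were lower and 4 higher under the same 3 scalings, and only *Lama2* was downregulated, as it also was with the replicate covariate. The median log2 fold change was -0.84 over the collagen genes and -0.13 over the laminin genes. Lower transcript levels of fibroblast and of mural and smooth muscle markers were measured in the same libraries.

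**Figure D3:**
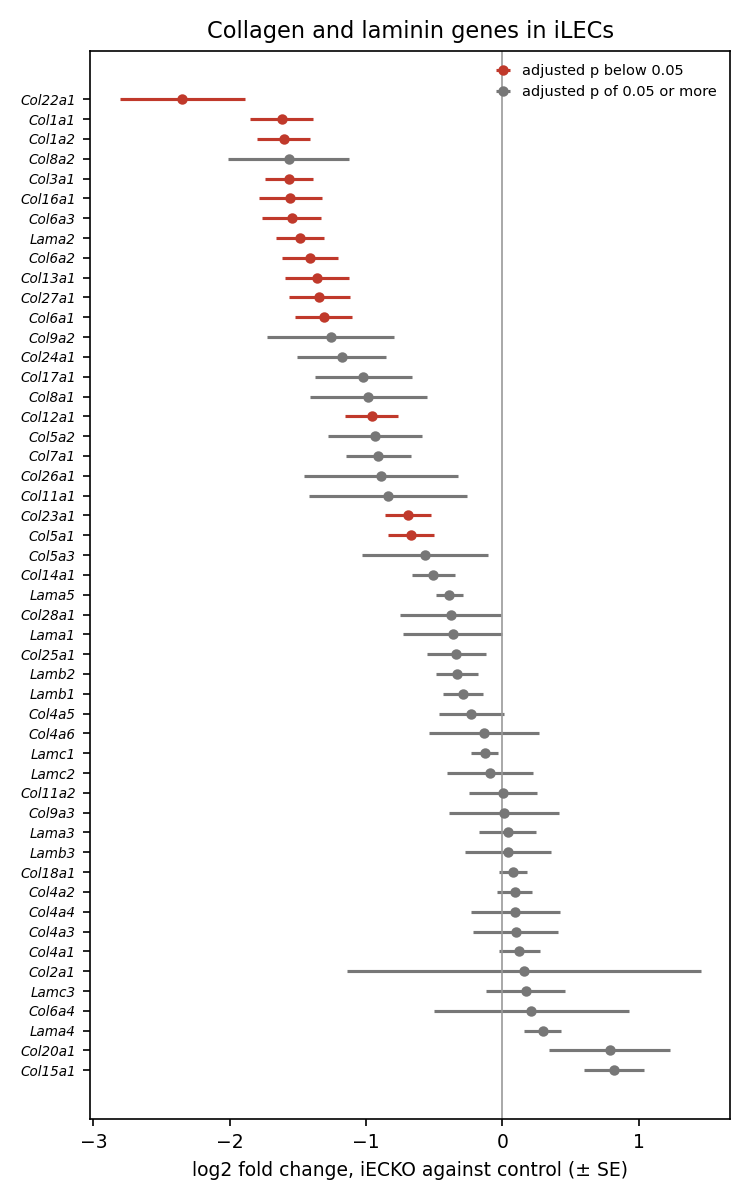
Log2 fold change of *Atp6ap2* iECKO against control iLECs (horizontal axis) with limma's moderated standard error for each collagen and laminin gene tested (vertical axis). The genes with an adjusted *P* value below 0.05, in red, are 13 collagen genes and *Lama2*, all to the left of 0.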

Immunofluorescence analysis of collagen IV (COLIV), one of the major constituents of the basement membrane, revealed a significant reduction in expression within *Atp6ap2*^iECKO^ mice compared with controls (Figure 4H), similar to the iLEC RNA-Seq data. 

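Type IV collagen is encoded by 6 genes, all of which were tested in iLECs. *Col4a1*, on chromosome 8 of GRCm38 from 11198423 to 11312826, had a normalized count of 159931 ± 9514 (SD, n = 3) in control iLECs and 174536 ± 9822 (SD, n = 3) in *Atp6ap2* iECKO iLECs. The log2 fold change of *Col4a1* was 0.13 (standard error 0.15, adjusted *P* = 0.669, and 0.50 with the replicate covariate). *Col4a2*, beside it from 11312805 to 11449287, had 101097 ± 3610 (SD, n = 3) in control iLECs and 107735 ± 5308 (SD, n = 3) in *Atp6ap2* iECKO iLECs. That of *Col4a2* was 0.09 (standard error 0.13, adjusted *P* = 0.725, and 0.603 with the replicate covariate). For both genes the libraries of the genotypes overlapped. With each replicate left out in turn, the log2 fold change stayed between 0.09 and 0.17 for *Col4a1* and between 0.07 and 0.13 for *Col4a2*. The 4 other genes had log2 fold changes of 0.10 (*Col4a3*), 0.10 (*Col4a4*), -0.23 (*Col4a5*) and -0.13 (*Col4a6*). Their sign depended on which replicate was left out, and control replicate 3 had the highest value of all 6 libraries for each of them. The lowest adjusted *P* value among the 6 genes was 0.619, and 0 of them had an unadjusted *P* value below 0.05.

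**Figure D4:**
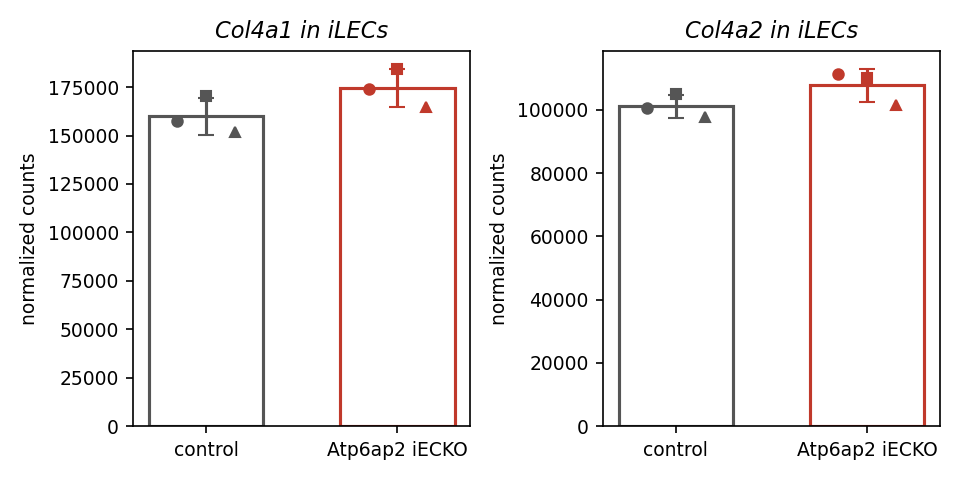
Normalized counts of *Col4a1* and *Col4a2* in iLECs of control and *Atp6ap2* iECKO mice. Bars are means of 3 libraries, error bars are SDs and points are libraries (circle, replicate 1; square, replicate 2; triangle, replicate 3). The *Col4a1* libraries sit between 151982 and 170473 in controls and between 164894 and 184529 in *Atp6ap2* iECKO mice.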

Fibronectin (FN), another major component of the vascular basement membrane that provides critical support for EC adhesion during vascular expansion in the retina was also evaluated by immunostaining. Comparable with the iLECs, we did not observe any obvious changes in FN expression at P7 in *Atp6ap2* mutants as compared with the control group (Supplemental Figure 10). iRECs from control and *Atp6ap2*^iECKO^ mice were used to further verify differentially expressed genes determined via RNA-Seq. 

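In the iLEC RNA-Seq, *Fn1*, on chromosome 1 of GRCm38 from 71585520 to 71653200, had a normalized count of 64458 ± 12192 (SD, n = 3) in controls and 36313 ± 8924 (SD, n = 3) in *Atp6ap2* iECKO mice. The log2 fold change was -0.84 (standard error 0.21, adjusted *P* = 0.0463 from limma, and 0.0196 with the replicate covariate). Each *Atp6ap2* iECKO library was below each control library (exact permutation test, two-sided *P* = 0.1, the smallest possible with 3 against 3). With each replicate left out in turn, the log2 fold change stayed between -1.02 and -0.67, and 1 of these 6 fits gave an adjusted *P* value below 0.05. The adjusted *P* value was also above 0.05 with no filter on low values (0.0505), in a range from 0.0196 to 0.155 over all alternatives. Fibroblast and mural markers were lower in the same libraries.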

Quantitative PCR (qPCR) analysis confirmed significant downregulation of *Atp6ap2* at P7 (Figure 4I), while ECM-related genes collagen III α 1 chain (*Col3a1*) and laminin subunit α 2 (*Lama2*) showed reduced expression in *Atp6ap2*^iECKO^ mice compared with controls (Figure 4, K and L). 

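*Parva*, the α-parvin gene on chromosome 7 of GRCm38 from 112427505 to 112591692, had a normalized count of 5738 ± 166 (SD, n = 3) in control iLECs and 4752 ± 259 (SD, n = 3) in *Atp6ap2* iECKO iLECs. The log2 fold change was -0.27 (standard error 0.076, adjusted *P* = 0.068 from limma, and 0.0599 with the replicate covariate). The difference between the means exceeded the spread of either genotype, whose libraries did not overlap. The adjusted *P* value stayed above 0.05 under every alternative, from 0.0599 to 0.242. With each replicate left out in turn, the log2 fold change stayed between -0.30 and -0.23. *Pard3*, which encodes PAR3, had a log2 fold change of -0.28 (standard error 0.091, adjusted *P* = 0.1005, and 0.0729 with the replicate covariate).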

RNA-Seq data also show downregulation in mRNA expression of the cell polarity–associated gene *α-parvin* in *Atp6ap2* mutants (log_2_fold change = –0.27). PARVA is the gene product of *α-parvin*, which we previously found to be decreased in iLECs (Figure 3, H and I). Likewise, we found that the cell polarity–associated gene *α-parvin* was also substantially decreased in *Atp6ap2* mutant iRECs (Figure 4J), which reinforces our data implicating ATP6AP2’s involvement in EC polarity. Collectively, the gene expression findings in both iLECs and retinal ECs supported our previous data and further indicated that ATP6AP2 plays a critical role in multiple processes associated with angiogenesis, including those related to the ECM.

### ATP6AP2 silencing impairs prorenin-ERK–mediated pathway and downstream ECM composition in ECs.

A functional ECM is crucial to allow for proper EC adhesion and migration during expansion of the vascular network (55–57). 

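*Col3a1*, on chromosome 1 of GRCm38 from 45311538 to 45349706, had a normalized count of 23267 ± 5227 (SD, n = 3) in control iLECs and 7763 ± 1030 (SD, n = 3) in *Atp6ap2* iECKO iLECs. Its log2 fold change was -1.56 (standard error 0.18, adjusted *P* = 0.00831 from limma, and 0.0106 with the replicate covariate). *Lama2*, on chromosome 10 from 26980036 to 27619758, had 2358 ± 564 (SD, n = 3) in control iLECs and 829.3 ± 102.0 (SD, n = 3) in *Atp6ap2* iECKO iLECs. The change for *Lama2* was -1.48 on the log2 scale (standard error 0.18, adjusted *P* = 0.00831, and 0.0111 with the replicate covariate). Both genes had an adjusted *P* value below 0.05 in each of the 6 fits that left out 1 replicate, with log2 fold changes from -1.77 to -1.45 and from -1.67 to -1.32. Fibroblast and mural markers were lower in the same *Atp6ap2* iECKO libraries. Among smaller Reactome sets, ECM proteoglycans had 20 of 55 tested genes downregulated where 2.74 were expected (one-sided Fisher's exact test, adjusted *P* = 4.52e-11, and 5.41e-12 with the replicate covariate). Collagen formation had 16 of 64 downregulated where 3.18 were expected (adjusted *P* = 2.31e-06, and 4.68e-07 with the replicate covariate). From the gene expression in iLECs and retinal ECs, added to its previous data, the paper reasons that ATP6AP2 has a critical role in multiple processes of angiogenesis, those of the ECM among them.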

Our RNA-Seq data and analyses of retinal ECs had revealed that ECM-related genes, especially collagens and laminins, were significantly affected by the loss of ATP6AP2 (Figure 4, G, K, and L). Additionally, we found decreased expression of COLIII and laminin in iLECs of P7 *Atp6ap2*^iECKO^ mice compared with the controls (Figure 5, A–C), further validating the RNA-Seq results and corroborating the ECM findings in the retinal vasculature. These data demonstrate that endothelial loss of ATP6AP2 leads to a marked reduction in ECM of the endothelium.

Prorenin, an inactive precursor of renin, has been shown to bind ATP6AP2 in ECs and subsequently activate the ERK1/2 pathway independently of the renin-angiotensin system (34). However, activation of this pathway and its effect on the downstream targets in ECs remain unclear. Interestingly, prorenin-ATP6AP2 activation of the ERK pathway has been shown to regulate expression of matrix factors in mesangial cells (58). These findings, coupled with our own results, led us to hypothesize that downregulation of ECM-related components observed in ATP6AP2-deficient ECs is due to impairment in the prorenin-mediated activation of ERK1/2 in ECs. To address this hypothesis, we stimulated *Atp6ap2* siRNA–treated TeloHAECs with prorenin. Following prorenin stimulation, there were no differences in expression levels of total ERK1/2 in control and *Atp6ap2* siRNA–treated cells (Figure 5D). However, expression levels for phosphorylated ERK1/2 (pERK1/2) were significantly decreased after 5, 10, and 20 minutes of prorenin stimulation in *Atp6ap2* siRNA–treated cells compared with the controls (Figure 5, D and E) and as previously reported (34). Additionally, we examined levels of COLIII and laminin following prorenin stimulation. We observed a consistent reduction of both ECM proteins in *Atp6ap2* siRNA–treated cells compared with the control siRNA–treated cells (Figure 5, D, F, and G). Based upon these findings, our data point to a role for ATP6AP2 in modulating ECM composition.

### Loss of Atp6ap2 results in reduced revascularization in the OIR model.

Previous works have shown *Atp6ap2* expression in fibrovascular tissues of murine and human eyes (32, 59) and indicated that ATP6AP2 is linked to patients with proliferative diabetic retinopathy (60). To expand upon these studies, we examined whether endothelial ATP6AP2 has a role in pathological angiogenesis in mice by utilizing the OIR model, which mimics conditions associated with ocular retinopathies. In these studies, *Atp6ap2* gene deletion was induced at the beginning of the hypoxic phase to assess its role during the neovascularization process (Figure 6A). Analysis of IB4-stained whole-mount retinas at P17 showed significantly impaired revascularization in *Atp6ap2*^iECKO^ OIR mice compared with control OIR mice (Figure 6, B and C). Unlike *Atp6ap2* control OIR retinas, which displayed small avascular areas and a highly recovered vasculature, *Atp6ap2* mutants exhibited large avascular areas within their retinas. Interestingly, quantification of the neovascular tuft (NVT) areas revealed no differences in tuft formation upon loss of ATP6AP2 (Figure 6D). In addition, we analyzed EC polarization during the revascularization process in the OIR mice. In control OIR mice, the Golgi apparatuses were generally polarized in front of the nuclei toward the avascular area, similar to P7 control tip cells and control siRNA–treated TeloHAECs in the scratch assay (Figure 3, E–G). Conversely, Golgi polarization in ECs was disturbed and disorganized in *Atp6ap2*^iECKO^ OIR mice (Figure 6E), as observed in ATP6AP2-deficient ECs at the leading edge of the scratch and retina vasculature (Figure 3, E–G). These results indicate that ATP6AP2 is required for establishing EC polarity during the vascular regrowth process in the OIR model.

## Discussion

ATP6AP2 directs a diverse set of physiological activities in various tissues and cell types. However, the functional role of ATP6AP2 in the endothelium is unclear. In this study, we used endothelial-specific *Atp6ap2*-KO mice to extensively characterize the role of ATP6AP2 in both physiological and pathological angiogenesis. Notably, our findings show that inactivation of *Atp6ap2* in ECs impaired postnatal retinal angiogenesis. Specifically, early deletion (P1–P3) of *Atp6ap2* led to decreased vascular outgrowth in the superficial plexus, while later ablation (P5–P7) disrupted vascularization of the deeper plexus. In addition, transcriptional profiling of ATP6AP2-deficient ECs displayed a downregulation of genes associated with various processes involved in promoting angiogenesis. Furthermore, the importance of *Atp6ap2* during pathological angiogenesis was demonstrated by the impact that loss of ATP6AP2 in ECs had on intraretinal vascularization in the OIR model. These results indicate a previously unknown and critical requirement of ATP6AP2 during in vivo angiogenesis and further support an endothelial role for ATP6AP2 function in pathophysiological settings.

A key finding in this study was the involvement of ATP6AP2 in regulating tip cell migration and polarity during angiogenic growth. *Atp6ap2*^iECKO^ mice displayed an overall reduced number of sprouts at P7, and the majority of cells at the vascular front displayed spherical nuclei typically associated with static cells. These phenotypes are consistent with impaired tip cell migration. Additionally, *Atp6ap2* mutants exhibited defective tip cell polarity. Previously, Hirose et al. demonstrated that ATP6AP2 plays a role in neuronal polarization (61), while additional studies described a conserved role for the *Drosophila* ATP6AP2 equivalent in regulating planar cell polarity (48). Thus, the roles described here for ATP6AP2 in establishing tip EC polarity and regulating polarity-associated gene expression could be shared among different cell types and among different species. We observed downregulation of both PAR3 and PARVA in *Atp6ap2*^iECKO^ mice. PAR3 and PARVA are adapter proteins important in establishing and maintaining EC polarity (50, 54). Interactions between ATP6AP2 and PAR3 in retinal homogenates and yeast 2-hybrid assays have been reported previously (62); however, to our knowledge, this is the first report of a potential mechanism involving ATP6AP2 and PARVA in the regulation of EC polarity. A disruption of these suspected interactions in ECs when *Atp6ap2* is lost may be a primary cause of the observed polarity defects; therefore, future studies aimed at understanding this mechanism are warranted. Ultimately, the aberrant EC polarity observed in *Atp6ap2*^iECKO^ mice is likely responsible, at least in part, for the significantly reduced radial vessel outgrowth, increased vascular density at the growing front, and overall altered vascular architecture. Additionally, it has been shown that, in the mouse kidney, conditional deletion of *Atp6ap2* in Foxd1^+^ stromal cells, which have been indicated as key progenitors in renal arteriole development (63), is critical for proper formation of the renal artery tree (64). Thus, ATP6AP2, acting as a functional v-ATPase subunit, contributes to the morphogenetic regulation of the renal arterial network in a non–EC-autonomous manner. Accordingly, additional roles of ATP6AP2 in various cell types that affect blood vessel formation should be taken into consideration. Moreover, considering the many reported functions of ATP6AP2, additional processes, such as actin cytoskeletal and microtubule dynamics, energy metabolism, vesicular acidification, or protein degradation (24, 61, 65, 66), could also factor into these phenotypes and remain potential areas for further investigation.

Our studies uncovered a connection between ATP6AP2 and the ECM of the endothelium. RNA-Seq analyses reveal downregulation of ECM genes in response to loss of ATP6AP2 in ECs. Mechanistically, we showed that decreases in ECM protein levels, specifically COLIII and laminin, were potentially regulated by ATP6AP2 via the ERK1/2 pathway, similar to studies in mesangial cells (58). Additional studies are needed to ascertain whether changes in EC expression of ECM components and ERK1/2 phosphorylation are directly related or happening in parallel; nonetheless, collagen and laminin are each implicated in the regulation of different phases in the angiogenesis process. For instance, exposure of microvascular ECs to COLI leads to the formation of precapillary cords, whereas these same cells do not undergo a morphology change when exposed to laminin I (16, 67). Furthermore, it is proposed that collagen is important for EC invasion and lumen formation during angiogenesis, while laminin is crucial during the vessel maturation and stabilization phase. Interestingly, and relevant to our studies, recent works have demonstrated the importance of ECM during the sprouting angiogenesis process (68–70). Thus, the direct effect of ECM proteins on EC function during angiogenesis, neovascularization, and blood vessel maturation highlights the need for investigation into their regulation. In fact, we expect that loss of ECM in the endothelium contributes to the various phenotypes observed in *Atp6ap2* mutant mice, but the mechanism and extent of their contribution are currently unknown. Overall, changes in the ECM and EC polarity in our model were not entirely surprising, as ATP6AP2 has been implicated in ECM and cell polarity regulation in multiple cell types (62, 71). Accordingly, our findings suggest that ATP6AP2 may possess similar and/or conserved roles among various cell types, and these roles could provide functional context for studying different biological processes and diseases.

Although not fully investigated in these studies, our RNA-Seq data reveal a number of critical angiogenic genes that were significantly downregulated in ATP6AP2-deficient ECs (Figure 4E). 

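*Angpt1*, on chromosome 15 of GRCm38 from 42424723 to 42676977, had a normalized count of 1548 ± 62.6 (SD, n = 3) in control iLECs and 600.4 ± 194.6 (SD, n = 3) in *Atp6ap2* iECKO iLECs. Its log2 fold change was -1.41 (standard error 0.20, adjusted *P* = 0.0108 from limma, and 0.0122 with the replicate covariate). *Tek*, on chromosome 4 from 94739289 to 94874976, had 23694 ± 1999 (SD, n = 3) in control iLECs and 16477 ± 1608 (SD, n = 3) in *Atp6ap2* iECKO iLECs. For *Tek* the log2 fold change was -0.53 (standard error 0.11, adjusted *P* = 0.0292, and 0.0142 with the replicate covariate). *Notch3*, on chromosome 17 from 32120820 to 32166852, had 3772 ± 518.3 (SD, n = 3) in control iLECs and 1321 ± 442.2 (SD, n = 3) in *Atp6ap2* iECKO iLECs. For *Notch3* the log2 fold change was -1.55 (standard error 0.22, adjusted *P* = 0.0104, and 0.0132 with the replicate covariate). *Angpt1* and *Notch3* had an adjusted *P* value below 0.05 in each of the 6 fits that left out 1 replicate, and *Tek* in 1 of them. Mural and fibroblast markers were lower in the same *Atp6ap2* iECKO libraries.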

For example, the vascular ligand angiopoietin-1 (*Angpt1*) and its corresponding receptor tyrosine kinase Tek (also known as Tie2) are crucial for multiple vascular processes, including sprouting angiogenesis and EC migration (72), which were investigated in this study. Moreover, Angpt1 and Tek are important in EC permeability, quiescence, and maturation (72). From a pathological standpoint, mutations in Tek lead to venous malformations in humans (73), and angiopoietin-Tek signaling has a significant role in tumor angiogenesis (72). As another example, Notch3, one of 4 Notch receptors involved in the Notch signaling pathway, is important for vascular smooth muscle cell (VSMC) development and function, which has incidentally also been shown to be influenced by the prorenin-ATP6AP2 signaling pathway (74). Postnatal Notch3-null mutants form structurally defective smooth muscle cell layers around arterial vessels due to deficiencies in VSMC maturation and arterial differentiation (75). Furthermore, adult Notch3^–/–^ mice exhibit VSMC degeneration in the retina and brain, causing hemorrhage, loss of vessel integrity, and loss of blood-brain-barrier function (76). Interestingly, platelet-derived growth factor receptor-β (PDGFRβ), another transcript significantly decreased in our *Atp6ap2* mutant ECs (Figure 4E), is intimately involved in VSMC biology and its expression is regulated by Notch3 signaling (77). Notch3 also regulates vascular tone and flow-mediated dilation of arterial vessels, and adult Notch3 mutant mice show an increased incidence of developing heart failure under angiotensin II–induced hypertensive conditions (76). Therefore, based on the findings in our transcriptional profiling studies and the current literature, it can be speculated that endothelial ATP6AP2 plays various roles in major health-related vascular processes, such as vessel regeneration/remodeling, tumor angiogenesis, vascular malformation, hypertension, and diabetes mellitus. Understanding the cellular and molecular mechanisms involved in the role of ATP6AP2 in angiogenesis is the first step in the advancement of these medically relevant fields.

Prorenin, the natural ligand for ATP6AP2, is elevated in the plasma of patients with microvascular complications related to diabetic retinopathy (32, 78). Although systemic prorenin levels are typically lower than the pharmacological threshold for (P)RR activation, this scenario might differ during high-glucose conditions (79). For example, during high-glucose conditions, as seen in diabetic patients, there are trafficking alterations of ATP6AP2, further increasing the physical interaction between (P)RR and prorenin, which leads to upregulation of downstream fibrotic factors (80). This process is clinically relevant due to the potential therapeutic effects of targeting this receptor with an inhibitor. Blocking ATP6AP2 activity prevented cardiac fibrosis and diabetic retinopathy in hypertensive and diabetic rats, respectively (21, 81, 82). However, inhibition of ATP6AP2 during pregnancy and/or later on in life may not be an ideal treatment option clinically, as its roles in many physiological processes are not completely understood. Our study elucidated the potential role of ATP6AP2 in vascular angiogenesis and showed that loss of *Atp6ap2* had an overall detrimental effect on the growth, organization, and function of the endothelium with serious pathological events. Therefore, systemic inhibition of ATP6AP2 may have unanticipated consequences, since blood vessels are pervasive in nearly all tissues. In future studies, researchers targeting ATP6AP2 for the treatment of *Atp6ap2-*related disorders will need to consider disease settings and targeted tissue specificity of ATP6AP2.

In conclusion, this study defines the role of endothelial *Atp6ap2* during postnatal retinal angiogenesis and its involvement during neovascularization in the OIR model. Importantly, we identified ATP6AP2 as a regulator of EC polarity during physiological and pathological angiogenesis. Additionally, we found that loss of *Atp6ap2* leads to downregulation of ECM proteins, potentially due to impaired signaling in the ERK1/2 pathway in ECs. These findings provide the first evidence to our knowledge of an association between EC-type specific ATP6AP2 and the morphogenetic, well-characterized angiogenesis process that establishes the retinal vascular network.

## Methods

### Mice and treatment.

*Atp6ap2*^fl/Y^ mice were crossed with 2 EC-specific Cre lines: *Tie2-cre* for embryonic studies and *Cdh5-Cre^ERT2^* for postnatal studies (39, 42). Transgenic lines were maintained on a mixed genetic background (CD1 and C57BL/6). For embryonic studies, timed mating was carried out, designating E0.5 as noon on the day a vaginal plug was observed. To induce Cre recombination postnatally, newborn offspring were administered tamoxifen (MilliporeSigma, T5648) orally at a concentration of 100 μg on P1–P3 or P5–P7, and the retinas were analyzed at P7 or P12, respectively. Both male and female neonates were analyzed in our studies. To evaluate Cre-toxicity, *Cdh5-Cre^ERT2^* mice were crossed on mixed genetic backgrounds. Newborn pups were administered 100 μg of tamoxifen from P1 to P3, and retinas were analyzed at P7.

### Immunofluorescence analysis of mouse retina.

Whole-mount staining of retinas was performed as previously described (83). Briefly, eyeballs were removed and fixed in 4% PFA in PBS for 1 hour at 4°C. Eyeballs were washed 3 times in 1× PBS, and retinas were dissected, permeabilized in 1% TritonX-100/PBS (PBST) at room temperature for 30 minutes, and blocked with CAS-block (Thermo Fisher Scientific, 88120) at room temperature for 30 minutes. Primary antibodies were diluted in CAS-block and incubated at 4°C overnight, followed by incubation in appropriate secondary antibodies for 4 hours at room temperature. Retinas were washed in 3 times in 1× PBS and mounted on a slide using the ProLong Diamond Antifade Mountant (Thermo Fisher Scientific, P36961). The antibodies used were antibodies to IB4 (Thermo Fisher Scientific, I21411, 1:250), RFP (Abcam, ab62341), ERG1/2/3 (Abcam, ab196149, 1:200), GM130 (BD Biosciences, 610822, 1:100), Ki67 (Cell Signaling Technology, 9449, 1:100), COLIV (MilliporeSigma, AB756P, 1:100), FN (Abcam, Ab2413, 1:100), and cCASP-3 (Cell Signaling Technology, 9661, 1:100).

### Morphological analysis of retinal vasculature.

Retinal vasculature analysis was performed using ImageJ (NIH) and Angiotool analysis software (84, 85). Vascular outgrowth was measured as the distance from the optical nerve to the periphery in each leaflet of the retina and averaged. Vascular density and the number of branching points were quantified using whole-retinal images in the Angiotool analysis software. The numbers of sprouts and filopodia were counted manually at the vascular front in 200× and 1,000× images, respectively. Quantification of ERG^+^ nuclei of ECs was performed at the vascular front of 600× image using ImageJ. Nuclear ellipticity was determined by dividing the measured nuclear height by nuclear width of 10–12 ERG^+^ cells per image at the vascular front and presented as a ratio. For cell proliferation analysis, ERG^+^/Ki67^+^ cells were quantified at the vascular front of 400× image using ImageJ.

### Isolation of murine lung ECs.

Isolation of murine lung ECs was performed as previously described (86). Briefly, lungs were harvested at P7, minced, and digested in collagenase I (Thermo Fisher Scientific, 17-100-17)/dispase (Corning, 354235) buffer at 37·C for 30 minutes under constant rotation. The digested tissue was triturated 10 times through an 18G needle to dissociate the clumps and filtered using 70 µm nylon mesh (VWR, 10199-656) to remove any cell debris. The cell suspension was centrifuged at 250*g* at 4°C for 5 minutes. Single-cell suspensions were incubated with sheep anti–rat IgG dynabeads (Invitrogen, 11035) coated with CD31 antibody (BD Pharmingen, 553370) at room temperature for 20 minutes with agitation. Lastly, CD31^+^ cells were isolated using a magnetic rack separator, and either RNA or protein was isolated from the cells for downstream analysis. Purity of iLECs was determined and confirmed via immunoblot analysis (Supplemental Figure 11).

### Isolation of murine retinal ECs.

Retinal ECs were isolated from 6 to 8 pooled retinas of control and *Atp6ap2*^iECKO^ mice at P7 for each sample. Isolation was performed using the Neural Tissue Dissociation Kit (P) (Miltenyi Biotec, 130-092-628) with minor modifications. Briefly, retinas were dissected in cold HBBS buffer supplemented with FBS, penicillin-streptomycin (Thermo Fisher Scientific, 15070063), and HEPES (Thermo Fisher Scientific, 15630080). Retinas were digested in Enzyme mix 1 (Enzyme P and buffer X) at 37°C for 15 minutes under constant rotation. Following the digestion, Enzyme mix 2 (enzyme A and buffer Y; Miltenyi Biotec) was added to the sample and incubated in a 37°C water bath for 10 minutes. The sample was mixed by pipetting every 3 minutes during the incubation. The cell suspension was centrifuged at 800*g* at 4°C for 5 minutes. The cells were then filtered using a 70 µm cell strainer. Cells were centrifuged again (800*g*, 4°C, 5 minutes) and resuspended in buffer containing dynabeads (Invitrogen, 11035) coated with CD31 antibody (BD Pharmingen, 553370) at 4°C for 30 minutes under constant rotation. Lastly, CD31^+^ cells were isolated using a magnetic rack separator and RNA was isolated from the cells for analysis.

### Western blot.

Protein was isolated from the cells using the RIPA lysis buffer (Thermo Fisher Scientific, 89901) supplemented with protease inhibitor cocktail (Thermo Fisher Scientific, 78430) and phosSTOP (MilliporeSigma, 04906845001). Cell lysates were centrifuged at 13,000*g* at 4°C for 10 minutes, and supernatants were collected. Protein concentrations were determined using the Pierce Coomassie (Bradford) protein assay kit (Thermo Fisher Scientific, 23200). Laemmli buffer (Bio-Rad, 1610737) supplemented with 2-mecrapto-ethanol (Bio-Rad, 1610710) was added to the protein samples and boiled at 95°C for 5 minutes for denaturation. Each protein lysate was separated on 4%–20% Mini-PROTEAN TGX Precast gels (Bio-Rad, 4568094) and blotted onto 0.2 μm PVDF membrane (Bio-Rad, 1704156). Membranes were blocked for 30 minutes with 5% BSA in TBST (0.1% Tween 20 in TBS) and incubated in primary antibodies diluted in the blocking buffer at 4°C overnight. Following primary antibody incubation, membranes were washed in TBST and incubated with appropriate secondary antibodies for 1 hour at room temperature. Target proteins were detected using the LI-COR Odyssey imaging system. Band densitometry was quantified using the ImageJ software. See complete unedited blots in the supplemental material.

The following primary antibodies were used for the Western blot analysis: anti–β-actin (Cell Signaling Technology, 3700S, 1:5,000), anti-ATP6AP2 (MilliporeSigma, HPA003156, 1:1,000), anti–p44/42 MAPK (ERK1/2) (Cell Signaling Technology, 4695, 1:1,000), anti–p-p44/42 MAPK (pERK1/2) (Cell Signaling Technology, 9101, 1:1,000), anti-COLIII (Abcam, ab184993, 1:1,000), anti-laminin (MilliporeSigma, L9393, 1:1,000), anti-partitioning-defective 3 (Par3) (MilliporeSigma, 07-330, 1:1,000), anti-PARVA (Cell Signaling Technology, 8190, 1:1,000), anti–VE-cadherin (Cell Signaling Technology, 2500s, 1:1,000), anti-αSMA (Abcam, Ab5694, 1:2,500), and anti-desmin (Abcam, Ab32362, 1:1,000).

### qPCR.

Total RNA was extracted from the samples using the GeneJET RNA Purification Kit (Thermo Fisher Scientific, K0732) following the manufacturer instructions. To determine the mRNA expression levels, 1 μg of extracted RNA was transcribed into cDNA using the iScript Reverse Transcription Supermix kit (Bio-Rad, 1708840). qPCR was performed using the PerfeCTa SYBR Green SuperMix (Quantabio, 95071) on CFX96 system (Bio-Rad) following manufacturer instructions. The list of qPCR primers used in this study is included in Supplemental Table 1. Relative gene expression was determined using the ΔΔCt method. Three independent biological replicates were used, and 3 technical replicates were performed per sample.

### Cell culture and stimulation.

TeloHAECs (ATCC, CRL-4052) were cultured in EBM-2 basal media (Lonza, 3156) supplemented with EGM-2 Bullet kit (Lonza, 3162) at 37°C and 5% CO_2_. For stimulation studies, cells transfected with *Atp6ap2* siRNA or control siRNA were serum starved overnight and stimulated with 20 nM prorenin (Cayman Chemical, 10007599) for indicated time points. Following stimulation, protein was extracted from each treatment for analysis via immunoblotting.

### RNA interference.

TeloHAECs were transfected with a pool of *Atp6ap2* (Dharmacon, L-013647-01-0005) and nontargeting control siRNAs (Dharmacon, D-001810-10-05) using Lipofectamine 3000 (Thermo Fisher Scientific, L3000015) following manufacturer instructions. The final concentration of siRNA solution was 200 nM. Cells were harvested and analyzed for knockdown efficiency 48 hours after transfection.

### Scratch wound healing assay.

Scratch assays were performed on confluent control and *Atp6ap2* siRNA–transfected TeloHAECs. A horizontal and vertical scratch was created in each well using a 200 µL pipet tip followed by 2 washes with EGM-2 media. Phase contrast images were taken right after the scratch (0 hour) and 40 hours afterward. Percentage of wound closure and rate of migration was analyzed and determined using the ImageJ software.

### Cell staining and polarity analyses.

TeloHAECs were cultured on gelatin-coated coverslips. Cells were stained 12 hours following the scratch for polarity studies. For staining, cells were fixed in 4% PFA for 10 minutes, permeabilized in 0.1% NP40/PBS for 15 minutes, and blocked in CAS-block for 30 minutes at room temperature. Cell-coated coverslips were incubated in primary antibodies diluted in CAS-block for 1 hour at room temperature, secondary antibodies, and DAPI diluted in CAS-block for 1 hour at room temperature. After several washes in 1× PBS, coverslips were air-dried and mounted on a slide using the ProLong Diamond Antifade Mountant (Thermo Fisher Scientific). After mounting, random fields of view for each treatment were imaged with a Nikon confocal microscope (total original magnification, 400×). Cell polarity toward the scratch was determined by measuring the nucleus/Golgi apparatus axis angle in 10–12 cells per image from 3 independent experiments using ImageJ software (NIH). Antibodies used for cell immunofluorescence analysis were: DAPI (Invitrogen, R37606, 1:500), Phalloidin (F-Actin) (Invitrogen, A12379, 1:200), and GM130 (Cell Signaling Technology, 12480, 1:100).

### Three-dimensional fibrin gel bead sprouting assay.

The 3-dimensional in vitro bead assay was performed and analyzed as previously described (87). Briefly, siRNA transfected TeloHAECs were coated onto Cytodex 3 beads (Cytivia, 17048501) at a concentration of 400 cells per bead in 1 mL of EGM2 media incubated for 4 hours at 37°C with gentle shaking every 20 minutes, transferred to a 25 cm^2^ flask, and incubated overnight in 7 mL of EGM2 media at 37°C and 5% CO_2_. The next day, TeloHAEC-coated beads were resuspended in 2.5 mg/mL fibrinogen (MilliporeSigma, F8630) in PBS. Aprotinin (MilliporeSigma, A1153) was added to the fibrinogen/bead solution at a concentration of 4 U/mL. Thrombin (MilliporeSigma, 605157) was added to the center of a well at a concentration of 50 U/mL followed by the fibrinogen/bead solution in a glass-bottom 24-well plate. The gels were allowed to solidify for 5 minutes at room temperature before it was placed at 37°C and 5% CO_2_ for 30 minutes. Normal human lung fibroblasts (Lonza, 2512) were plated on top of the fibrin gel at a concentration of 10,000 cells per well. Media was changed every other day, and sprouts were analyzed 3–5 days following sprout formation.

### RNA-Seq and gene expression analysis.

Total RNA was extracted from iLECs and quantified using Qubit RNA High Sensitivity Assay Kit (Thermo Fisher Scientific, Q32852). RNA integrity was determined using the Bioanalyzer RNA 6000 Nano assay kit (Agilent, 5067-1511). RNA library construction was performed with the TruSeq RNA Library Prep Kit v2 (Illumina, RS-122-2001) according to the manufacturer instructions. The resulting mRNA library was quantified using Qubit dsDNA High Sensitivity Assay Kit (Thermo Fisher Scientific, Q32851) and verified using the Bioanalyzer DNA1000 assay kit (Agilent, 5067-1505). Verified samples were sequenced using the NextSeq 500/550 High Output Kit v2.5 (150 Cycles) (Illumina, 20024907) on a Nextseq 550 system (Illumina, SY-415-1002). Sequenced reads were aligned to the mouse (mm10) reference genome with RNA-Seq alignment tool (version 2.0.1). The aligned reads were used to quantify mRNA expression and determine differentially expressed genes using the RNA-Seq Differential Expression tool (version 1.0.1). Both alignment and differential expression analysis were performed using the tools in the BaseSpace Sequence Hub. Overrepresentation analysis of differentially expressed genes was performed using the WEB-based Gene SeT AnaLysis Toolkit (WebGestalt) (88). Sequencing data have been deposited in the Gene Expression Omnibus (GEO) database with accession no. GSE179431.

### OIR studies.

To induce retinal pathological angiogenesis, the OIR model was used, as previously described (89). From P7 to P12, pups were placed in a hyperoxia chamber (Biospherix, ProOx110) with 75% oxygen; at P12, pups were returned to room air until P17. Tamoxifen was administered to pups at a concentration of 200 μg from P12 to P14 to induce Cre recombination. Retinas were collected at P17 and processed as outlined in the section of immunofluorescence analysis of mouse retina. Quantification of the avascular and NVT area was performed using an automated OIR retinal image analysis software (90).

### Statistics.

Data analysis was performed using GraphPad Prism version 9.0.0 for MacOS, GraphPad Software (www.graphpad.com). Quantified data are presented as bar graphs of mean ± SD. Unpaired 2-tailed Student’s *t* tests assuming equal variance were used to determine statistical significance between 2 groups with *P* < 0.05 considered statistically significant.

### Study approval.

All animal experiments were performed in accordance with Tulane University’s IACUC policy.

## Author contributions

NRP and SMM developed and designed the experiments. NRP, RKC, AB, and YL performed the experiments. NRP, MCP, and SMM wrote the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
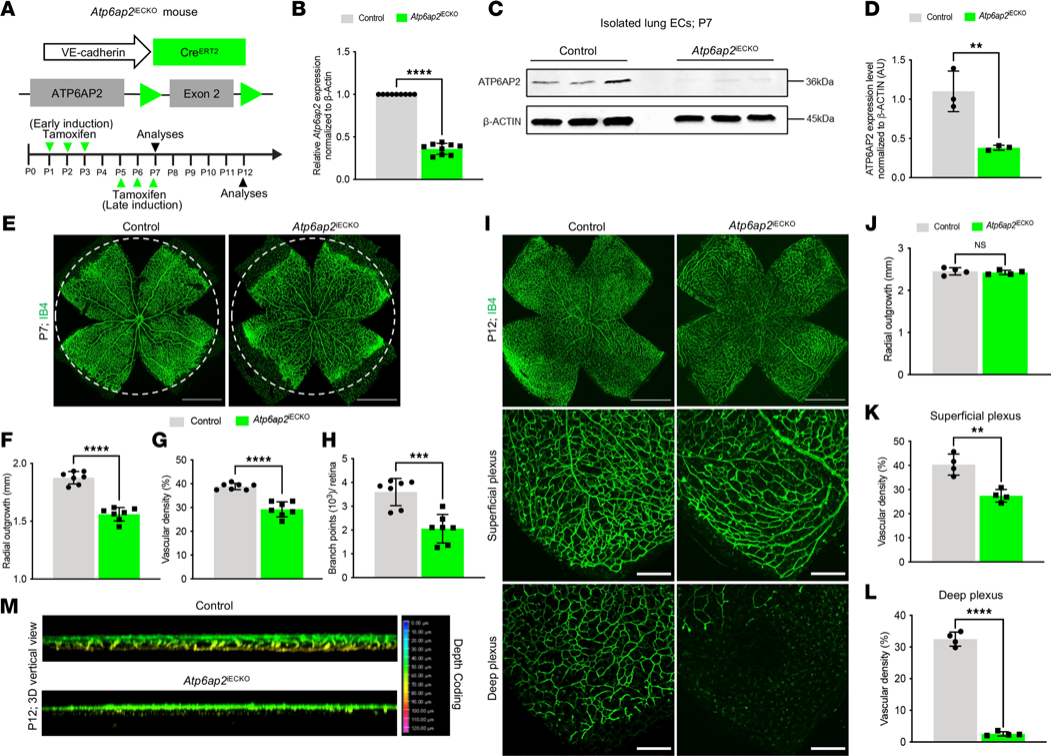
Defective retinal angiogenesis in EC-specific *Atp6ap2*-KO mice. (**A**) Strategy for EC-specific deletion of *Atp6ap2* in postnatal mice (*Atp6ap2* induced endothelial cell KO; *Atp6ap2*^iECKO^) by tamoxifen administration at P1–P3 for early induction or at P5–P7 for late induction. Murine retinas were analyzed at indicated ages. (**B**) qPCR analysis of isolated lung ECs (iLECs) show *Atp6ap2* expression levels in control and *Atp6ap2*^iECKO^ mice at P7 (*n* = 3, triplicates for each sample). (**C**) Western blot analysis of iLECs from control and *Atp6ap2*^iECKO^ mice at P7. (**D**) Densitometric quantification of ATP6AP2 levels in **C** (*n* = 3). (**E**–**H**) Whole-mount isolectin-IB4–stained (IB4-stained) retinas (dotted circles represent outgrowth in the control retina) (**E**) and quantification of radial outgrowth (**F**), vascular density (**G**), and branch points in control and *Atp6ap2*^iECKO^ mice at P7 (*n* =7) (**H**). Scale bars: 1,000 µm. (**I**–**L**) Whole-mount IB4-stained retinas and closeup images of IB4^+^ vessels in the superficial plexus and deep plexus (**I**) with quantification of radial outgrowth (*n* = 4) (**J**), vascular density in the superficial plexus (*n* = 4) (**K**), and vascular density in the deep plexus (*n* = 4) (**L**) in control and *Atp6ap2*^iECKO^ mice at P12. Scale bars: 1,000 µm. (**M**) Three-dimensional reconstructed images of the IB4^+^ deep vascular plexus and comparisons of the length of the perpendicular growth in control and *Atp6ap2*^iECKO^ mice at P12. Note very few yellow depth-coded vessels in the deep plexus of *Atp6ap2* mutants. Data are shown as mean ± SD; 2-tailed unpaired *t* test. **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 2:**
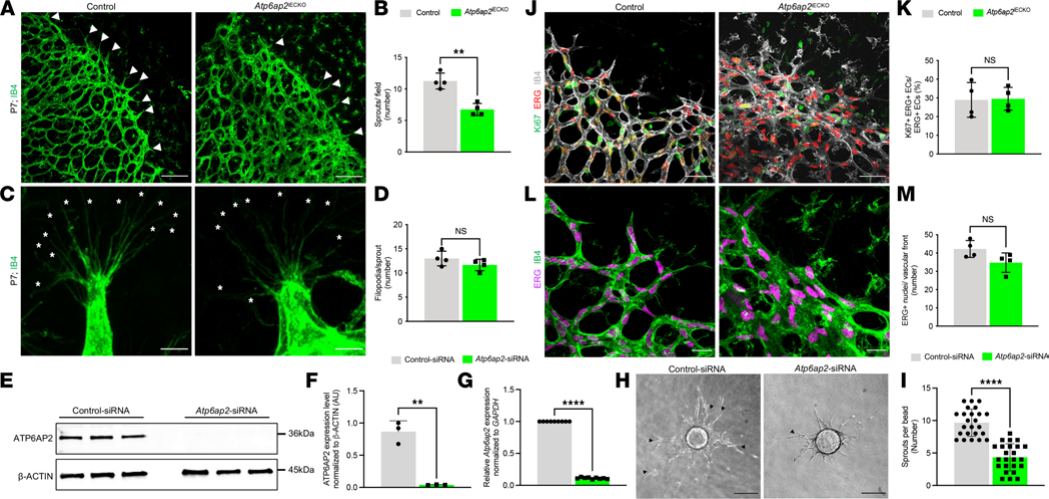
ATP6AP2 is critical for sprouting angiogenesis. (**A**) Images of IB4^+^ vessels from P7 control and *Atp6ap2*^iECKO^ retinas, with white arrowheads indicating sprouts at the vascular front. Scale bars: 100 µm. (**B**) Quantification of the number of sprouts in control and *Atp6ap2*^iECKO^ mice at P7 (*n* = 4). (**C**) Images of IB4^+^ vessels at high magnification showing filopodia in sprouts (white asterisks) at the vascular front . Scale bars: 10 µm. (**D**) Quantification of the number of filopodia per sprout in control and *Atp6ap2*^iECKO^ mice at P7 (*n* = 4). (**E**) Western blot analysis of ATP6AP2 and β-actin in control-siRNA and *Atp6ap2* siRNA–treated TeloHAECs. (**F**) Densitometric quantification of ATP6AP2 levels in **E** normalized to β-actin in TeloHAECs following siRNA treatments (*n* = 3). (**G**) qPCR analysis of control-siRNA and *Atp6ap2* siRNA–treated TeloHAECs for *Atp6ap2* mRNA levels normalized to *GAPDH* transcripts (*n* = 3; triplicates for each sample). (**H**) Representative images of TeloHAEC sprouting bead assays embedded in 3D fibrinogen gel at 120 hours following control and *Atp6ap2*-siRNA treatments. scale bars: 100 µm. Black arrowheads indicate vessel bifurcations. (**I**) Quantification of the number of sprouts per bead (*n* = 18). (**J**) Images of IB4^+^ vessels at the vascular front of control and *Atp6ap2*^iECKO^ P7 retinas immunolabeled for Ki67 and the EC-specific nuclear marker ETS transcription factor ERG. Scale bars: 50 µm. (**K**) Quantification of Ki67^+^ERG^+^ proliferative ECs in control and *Atp6ap2*^iECKO^ mice at P7 (*n* = 4). (**L**) Images of ERG^+^ EC nuclei and IB4^+^ vessels at the vascular front. Scale bars: 25 µm. (**M**) Quantification of the number of ERG^+^ ECs in control and *Atp6ap2*^iECKO^ P7 mice at the vascular front (*n* = 4). Data are shown as mean ± SD; 2-tailed unpaired *t* test. **P < 0.01, ****P < 0.0001.

**Figure 3:**
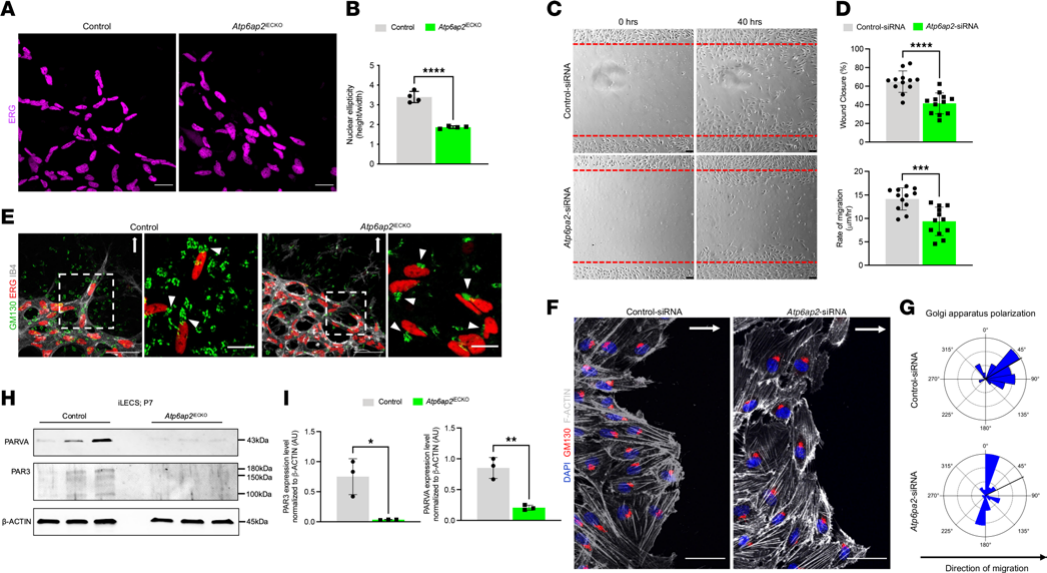
ATP6AP2 regulates endothelial cell migration and polarity in vivo and in vitro. (**A**) Representative images of ERG^+^ nuclei of ECs at the vascular front in P7 control and *Atp6ap2*^iECKO^ retinas. Scale bars: 25 µm. (**B**) Quantification of nuclear ellipticity in control and *Atp6ap2*^iECKO^ mice at P7 (*n* = 4). (**C**) Scratch wound assays performed on TeloHAEC monolayers following control and *Atp6ap2* siRNA treatments. Images at 0 and 40 hours following the scratch. Scale bars: 75 µm. (**D**) Quantification of the wound closure and rate of migration in control and *Atp6ap2* siRNA–treated TeloHAECs at 40 hours (*n* = 12). (**E**) Images of fluorescently labeled IB4^+^ vessels, ERG^+^ nuclei in ECs, and Golgi Matrix Protein GM130^+^ Golgi apparatuses at the vascular front with their respective insets (white dashed-line boxed) highlighting tip cells in control and *Atp6ap2*^iECKO^ mice at P7. Scale bars: 50 µm and 15 μm (insets). White arrowheads denote the Golgi apparatus position in respect to the nucleus. White arrows indicate direction of the retinal vasculature outgrowth. (**F**) Images of DAPI^+^ nuclei, GM130^+^ Golgi apparatuses, and F-actin^+^ cytoskeleton of indicated TeloHAECs at 12 hours after initiating cell migration in a scratch assay . Scale bars: 50 µm. White arrows indicate the direction of migration. (**G**) Rose plots showing the Golgi apparatus polarization in respect to the nucleus in both control and *Atp6ap2* siRNA–treated TeloHAECs at 12 hours after scratch (*n* = 52). (**H**) Western blot analysis of PAR3, PARVA, and β-actin from control and *Atp6ap2*^iECKO^ iLECs at P7 (*n* = 3). (**I**) Densitometric quantifications of PAR3 and PARVA levels in control and *Atp6ap2*^iECKO^ iLECs from **H**. Data are shown as mean ± SD; 2-tailed unpaired *t* test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 4:**
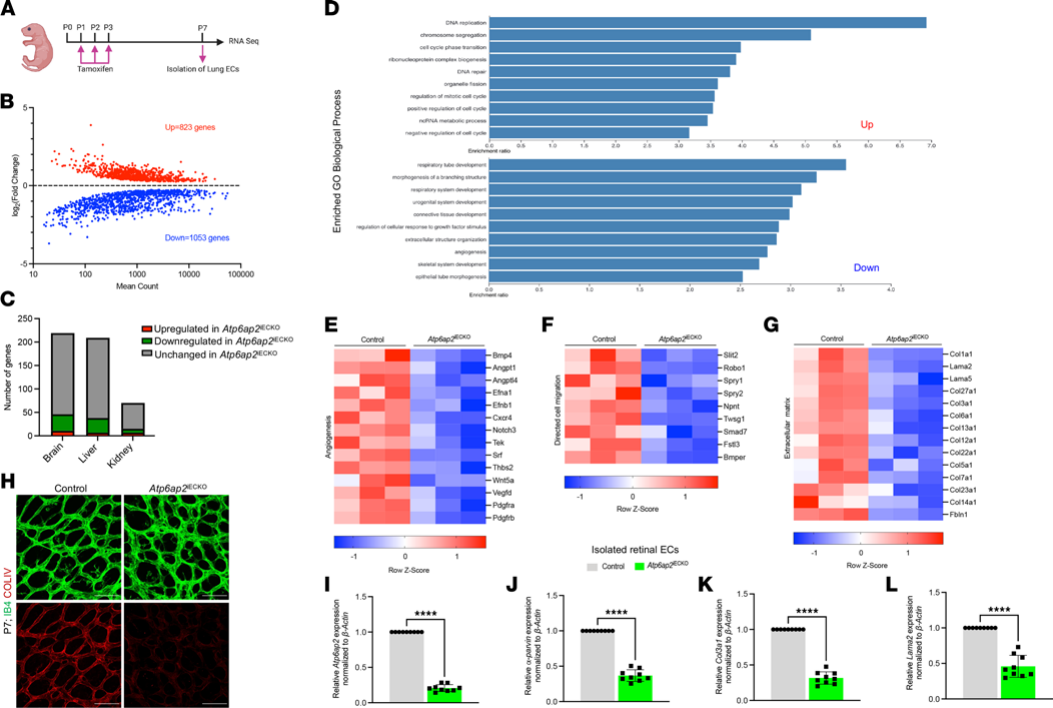
Loss of *Atp6ap2* in ECs results in misregulation of angiogenesis, directed cell migration, and extracellular matrix–related genes. (**A**) Outline of the workflow used to collect iLECs from control and *Atp6ap2*^iECKO^ mice at P7 (*n* = 3) for RNA-Seq analyses. (**B**) MA plot of differentially expressed genes between *Atp6ap2*^iECKO^ and control iLECs. Red dots, upregulated genes (823 genes); blue dots, downregulated genes (1,053 genes). (**C**) Summary of *Atp6ap2*^iECKO^-upregulated and -downregulated EC-gene distribution among organ EC–specific mRNAs. (**D**) Top GO biological process terms enriched in up- or downregulated genes in *Atp6ap2*^iECKO^ iLECs (FDR ≤ 0.05). (**E**–**G**) Representative clustered heatmaps of gene count *Z* scores for angiogenesis (**E**), cell migration (**F**), and extracellular matrix–related genes (**G**) that are differentially expressed upon loss of *Atp6ap2* in ECs. Columns represent individual biological replicates. (**H**) Images of P7 control and *Atp6ap2*^iECKO^ retinas immunofluorescently labeled for IB4 and collagen IV (COLIV). Note reduced levels of COLIV in *Atp6ap2* mutants. Scale bars: 50 μm. (**I**–**L**) qPCR analysis of isolated retinal ECs (iRECs) shows *Atp6ap2*, *α-parvin, Col3a1*, and *Lama2* expression levels in control and *Atp6ap2*^iECKO^ mice at P7 (*n* = 3, triplicates for each sample). Data are shown as mean ± SD; 2-tailed unpaired *t* test. ****P < 0.0001.

**Figure 5:**
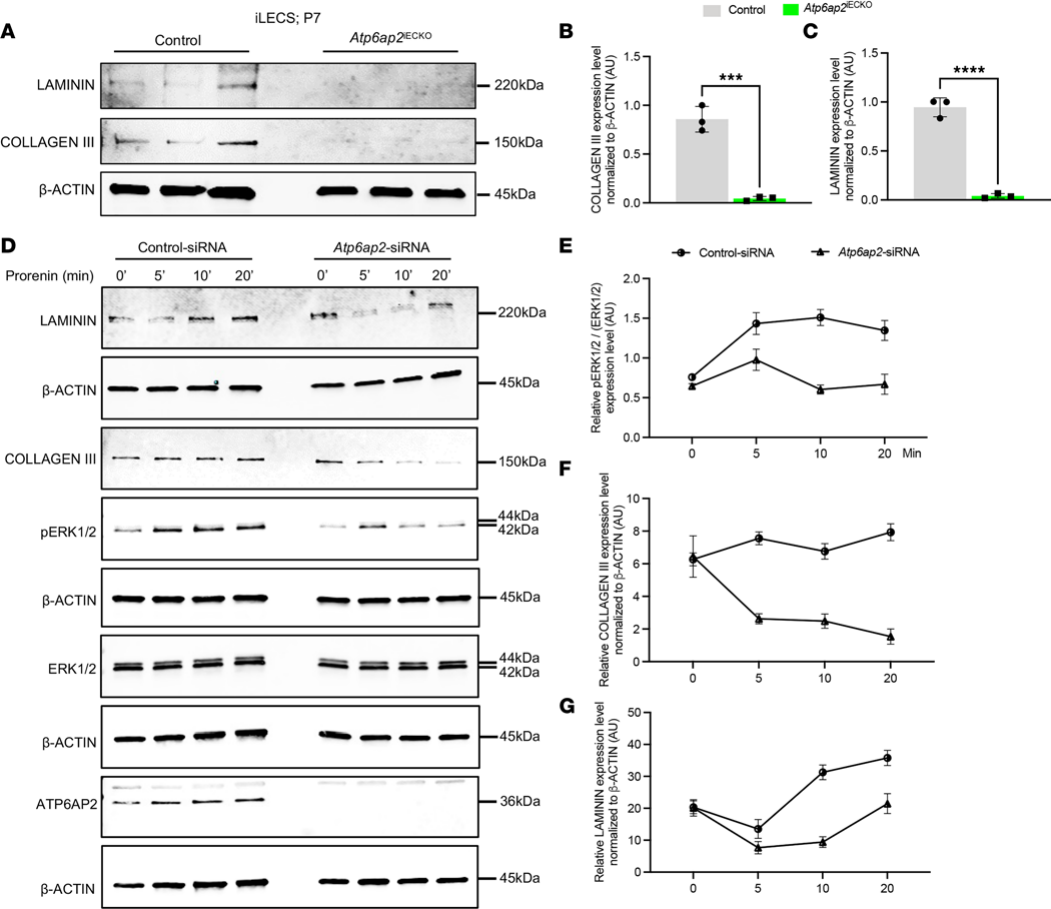
ATP6AP2 knockdown in ECs results in impaired ERK1/2 signaling and downregulation of extracellular matrix proteins. (**A**) Western blot analysis of collagen III, laminin, and β-actin from control and *Atp6ap2*^iECKO^ iLECs at P7 (*n* = 3). (**B** and **C**) Densitometric quantification of collagen III (**B**) and laminin (**C**) levels in control and *Atp6ap2*^iECKO^ iLECs from **A**. (**D**) Western blot analyses for the indicated proteins in prorenin-stimulated TeloHAECs at indicated time points following control and *Atp6ap2* siRNA treatment. Note that the β-actin blots correspond to the same protein samples represented directly above them. For instance, the β-actin blot at the bottom corresponds to the samples used to assess ATP6AP2. (**E**–**G**) Densitometric quantifications of pERK1/2 (**E**), collagen III (**F**), laminin (**G**) levels in control and *Atp6ap2* siRNA–treated cells at indicated time points following prorenin stimulation (*n* = 3 for each time point). Data are shown as mean ± SD; 2-tailed unpaired *t* test. ***P < 0.001, ****P < 0.0001.

**Figure 6:**
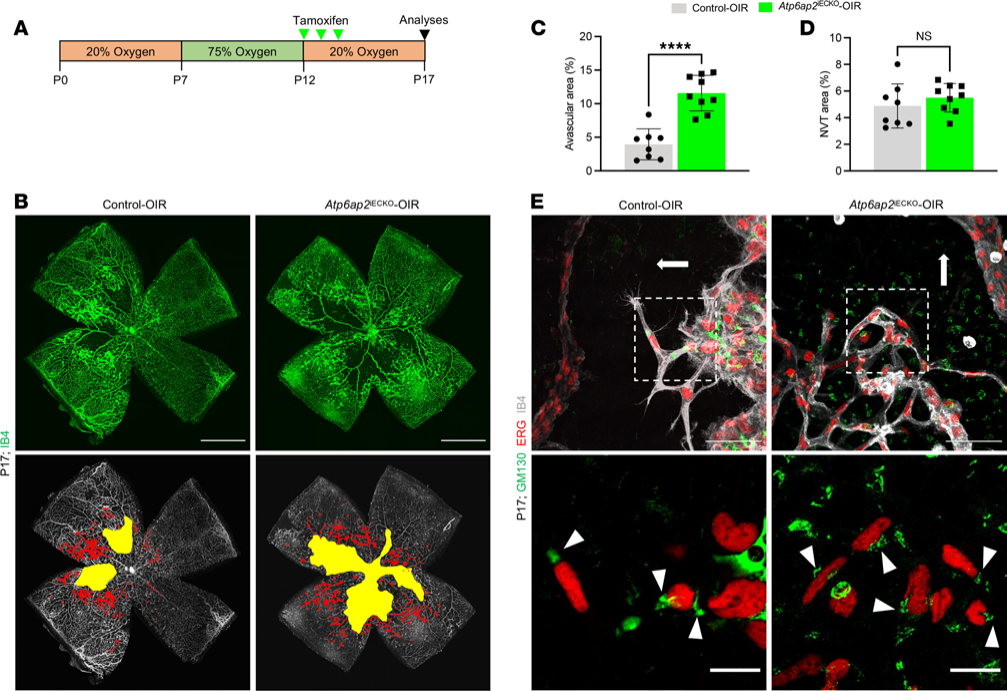
ATP6AP2 is required for proper revascularization during pathological angiogenesis in the OIR mouse model. (**A**) Schematic showing the timeline of the OIR protocol with hyperoxia phase from P7 to P12, tamoxifen administration from P12 to P14, and retina analysis at P17. (**B**) Whole-mount IB4 stained retinas showing the avascular area (yellow) and neovascular tuft (NVT) area (red) in control OIR and *Atp6ap2*^iECKO^ OIR mice at P17. Scale bars: 1,000 µm. (**C** and **D**) Quantification of the avascular area and NVT area in control OIR (*n* = 8) and *Atp6ap2*^iECKO^ OIR mice (*n* = 9) at P17. (**E**) Images of IB4^+^ vessels, ERG^+^ nuclei of ECs, and GM130^+^ Golgi apparatuses at the neovascularization edge in control OIR and *Atp6ap2*^iECKO^ OIR P17 retinas. Scale bars: 50 µm. The respective insets (white dashed-line boxes) show magnified views of tip cells. White arrowheads indicate the Golgi apparatus position in respect to the nucleus of tip ECs. White arrows indicate direction of revascularization toward the avascular area. Data are shown as mean ± SD; 2-tailed unpaired *t* test. ****P < 0.0001.

# Supplementary material for: Endothelial cell polarity and extracellular matrix composition require functional ATP6AP2 during developmental and pathological angiogenesis
**Source:** JCI Insight. 2022 Oct 10;7(19):e154379. doi: 10.1172/jci.insight.154379
**Supplement:** Supplemental data

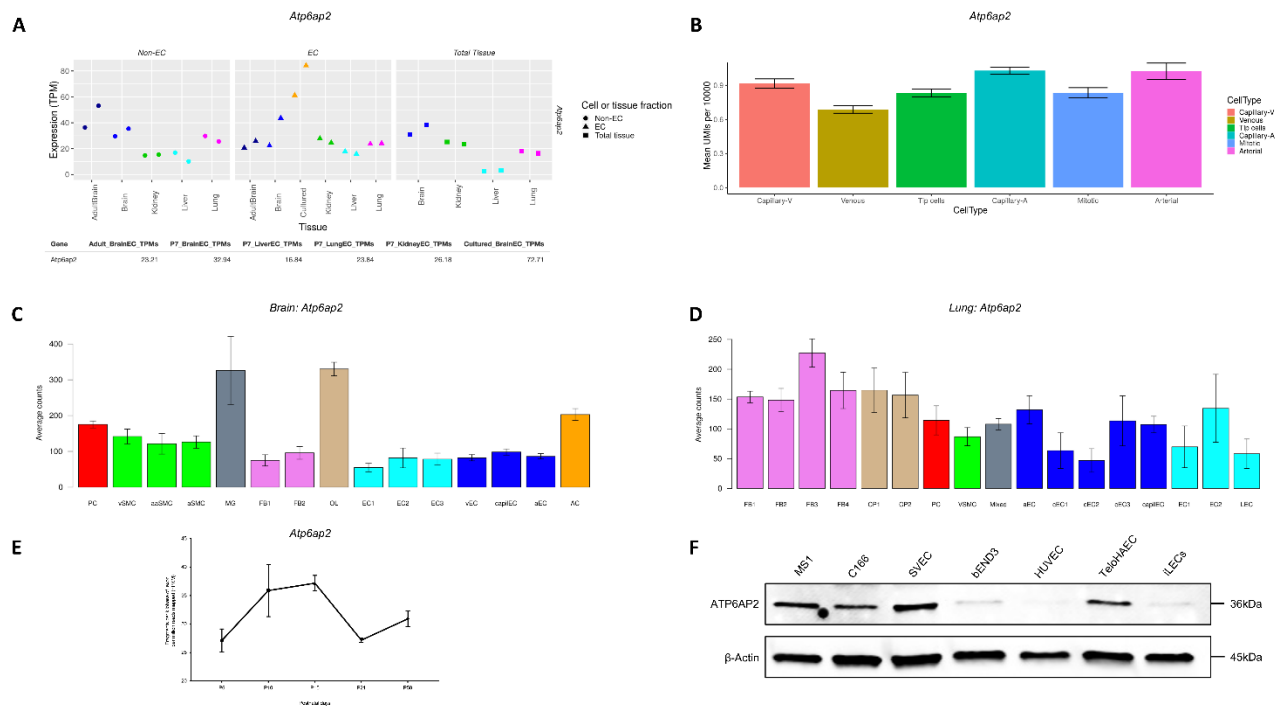

**Supplementary Figure 1. ATP6AP2 is robustly expressed in vascular endothelium. A)** Analysis of *Atp6ap2* expression levels in non-EC, ECs and total tissue of P7 brain, kidney, liver, lung, and adult brain using the Vascular Endothelial Cell Trans-omics Resource Database (VECTRDB). **B)** Analysis of *Atp6ap2* expression levels in P7 isolated brain ECs and its subtypes using single cell RNA-seq data in VECTRDB. **C, D)** *Atp6ap2* expression levels in adult murine brain and its support cells (**C**) and lung and its support cells (**D**), as determined using the single cell RNA-seq data from the following database: <http://betsholtzlab.org/VascularSingleCells/database.html>. Brain data: PC - Pericytes; SMC - Smooth muscle cells; MG - Microglia; FB - Vascular fibroblast-like cells; OL - Oligodendrocytes; EC - Endothelial cells; AC - Astrocytes; v - venous; capil- capillary; a - arterial; aa - arteriolar; 1,2,3- subtypes. Lung data: FB - Vascular fibroblast-like cells; CP - Cartilage perichondrium; PC - Pericytes; VSMC - Vascular smooth muscle cells; EC - Endothelial cells; capil - capillary; a - arterial; c - continuum; L - Lymphatic; 1,2,3,4 – subtypes. **E)** Expression levels of *Atp6ap2* in murine retinal endothelial cells during postnatal development determined using the available bulk RNA sequencing data<sup>38</sup>. **F)** Western blot analysis of ATP6AP2 and  $\beta$ -ACTIN expression in various murine and human primary and transformed ECs.

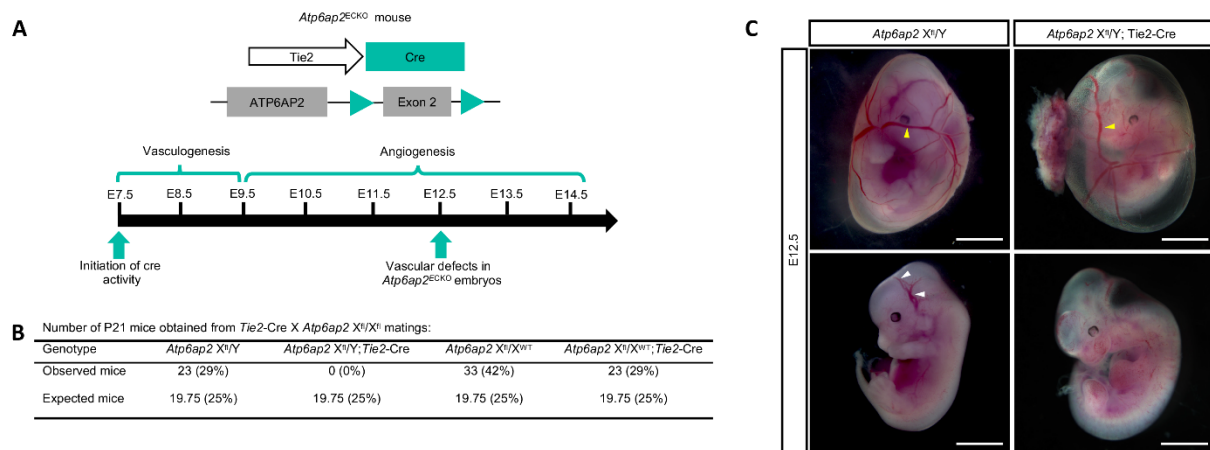

**Supplementary Figure 2. Endothelial-specific deletion of *Atp6pa2* induces embryonic lethality.** **A)** Strategy for EC-specific deletion of *Atp6ap2* during embryogenesis using the *Tie2*-Cre driver line and summary of the timepoint when vascular defects were observed. **B)** Genotype frequencies of postnatal day 21 pups from *Tie2*-Cre and *Atp6ap2* *X<sup>fl</sup>/X<sup>fl</sup>* mating pairs. No postnatal deaths were observed in pups that were born. **C)** Whole mount, bright-field images of *Atp6ap2* *X<sup>fl</sup>/Y* and *Atp6ap2* *X<sup>fl</sup>/Y*; *Tie2*-cre yolk sacs and embryos at E12.5. Note that the large, perfused vessels within the brain of control embryos (white arrowheads) are absent in *Atp6ap2* *X<sup>fl</sup>/Y*; *Tie2*-cre mice. *Atp6ap2* mutants are also underdeveloped, however yolk sac vessels (yellow arrowheads) appear relatively normal compared to *Atp6ap2* *X<sup>fl</sup>/Y* embryos (scale bars: 2 mm).

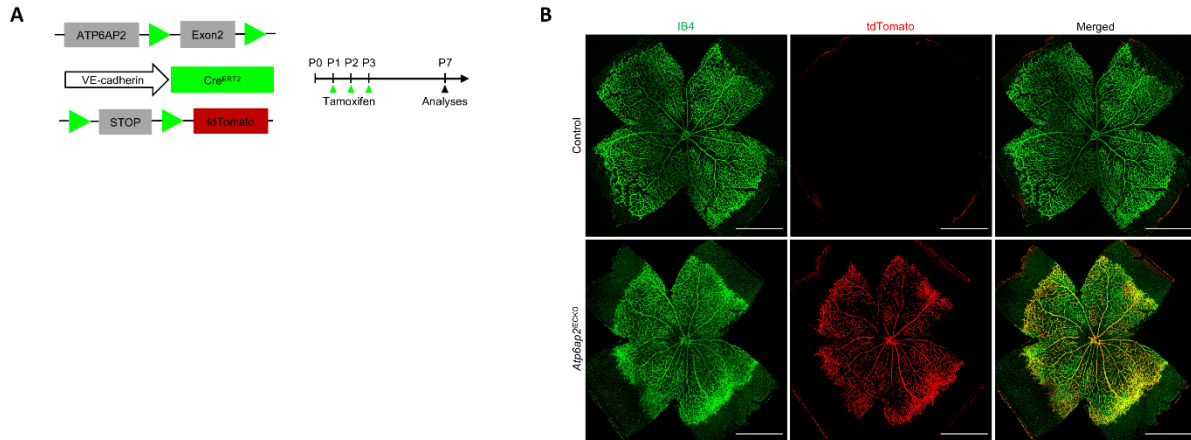

**Supplementary Figure 3. Inducible EC-specific Cre recombination in *Atp6ap2*<sup>iECKO</sup> mice.**

**A)** Schematic representation of the experimental timeline for monitoring EC-specific Cre recombination using the Rosa-tdTomato reporter integrated in *Atp6ap2*<sup>iECKO</sup> mice, which harbor *VE-cadherin* (*Cdh5*) Cre-ERT2. **B)** Whole-mount images of control and *Atp6ap2*<sup>iECKO</sup> P7 retinas showing IB4<sup>+</sup> vessels and tdTomato expression only in the ECs of *Atp6ap2*<sup>iECKO</sup> mice (scale bars: 1000  $\mu$ m).

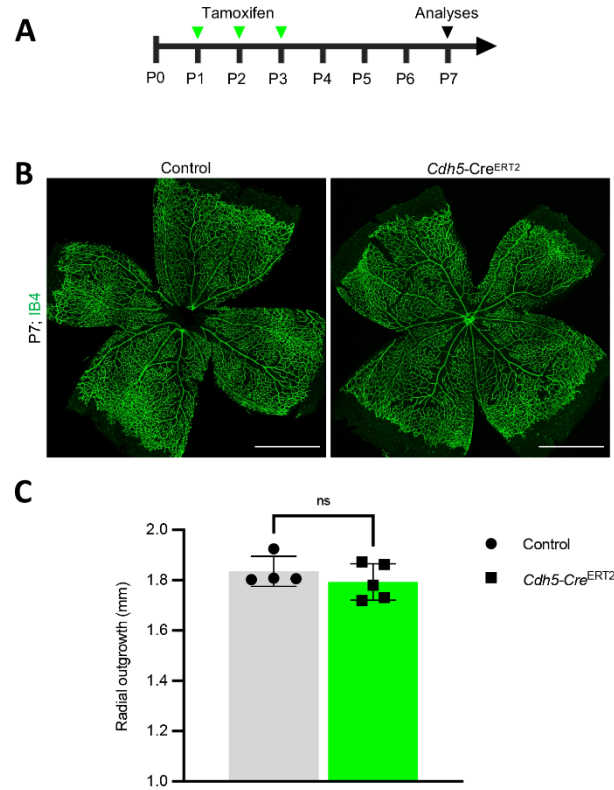

**Supplementary Figure 4. Tamoxifen delivery to inducible EC-specific Cre-driver mice does not impact retinal outgrowth. A)** Schematic outlining the stages of tamoxifen administration and retina analysis in neonate pups. **B)** Whole-mount images of control and *Cdh5-CreERT2* retinas displaying IB4+ vessels (scale bars: 1000  $\mu$ m). **C)** Quantification of radial outgrowth in control and *Cdh5-CreERT2* mice at P7 (n=4).

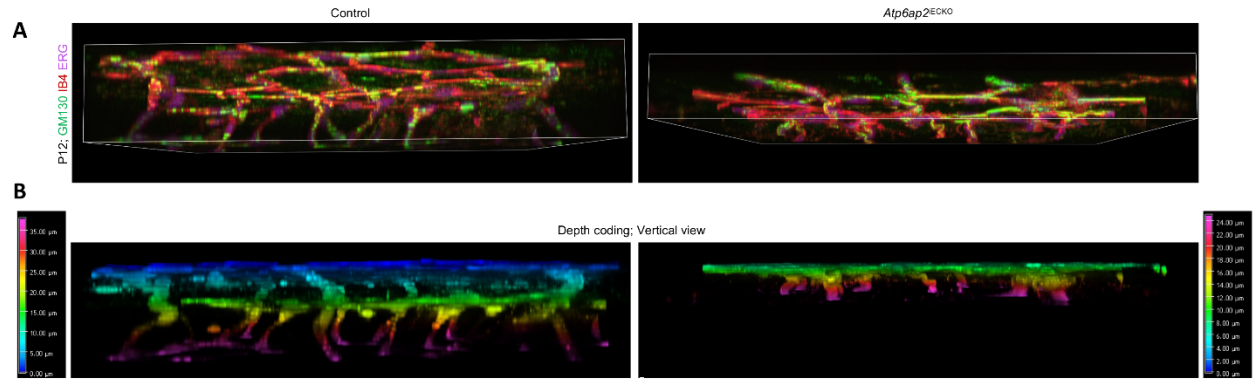

**Supplementary figure 5. Endothelial *Atp6ap2* deletion results in impaired vertical sprouting during postnatal retinal angiogenesis. A)** 3D vertical view images of the capillary plexus and deep layer vessel sprouts in control and *Atp6ap2*<sup>IECKO</sup> retinas stained for GM130, IB4, and ERG at P12 (n=3). **B)** 3D vertical view images of the deep layer capillary plexus represented in depth coding.

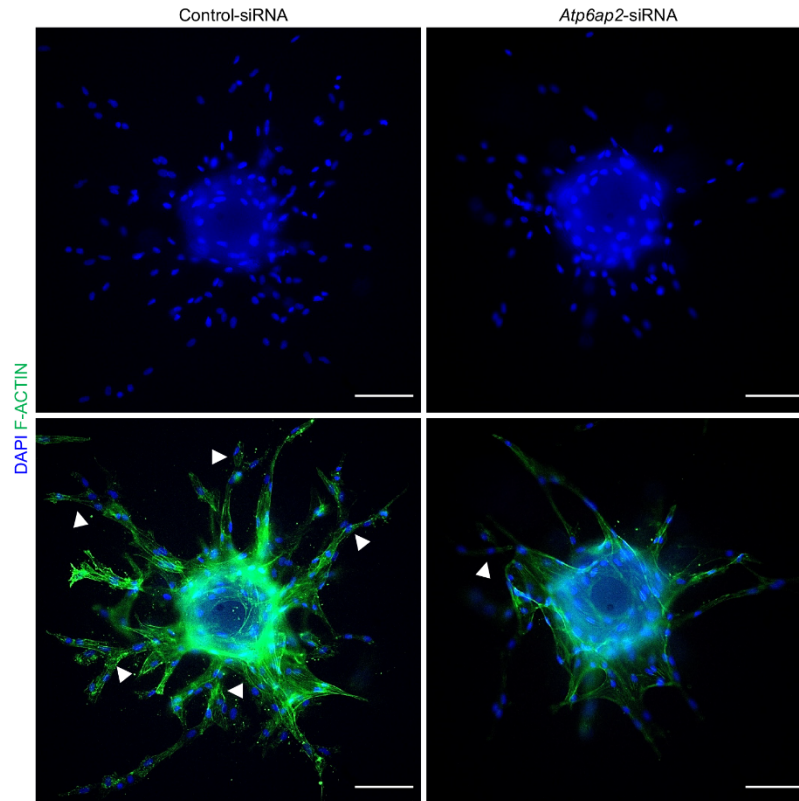

**Supplementary figure 6. Loss of *Atp6ap2* in ECs results in impaired sprouting *in vitro*.** Fibrin gel bead assays of control and *Atp6ap2*-siRNA treated TeloHAECs immunofluorescently labeled for DAPI and F-ACTIN. Beads in both conditions are coated with similar number of ECs. White arrowheads indicate bifurcated sprouts (scale bars: 200  $\mu\text{m}$ ).

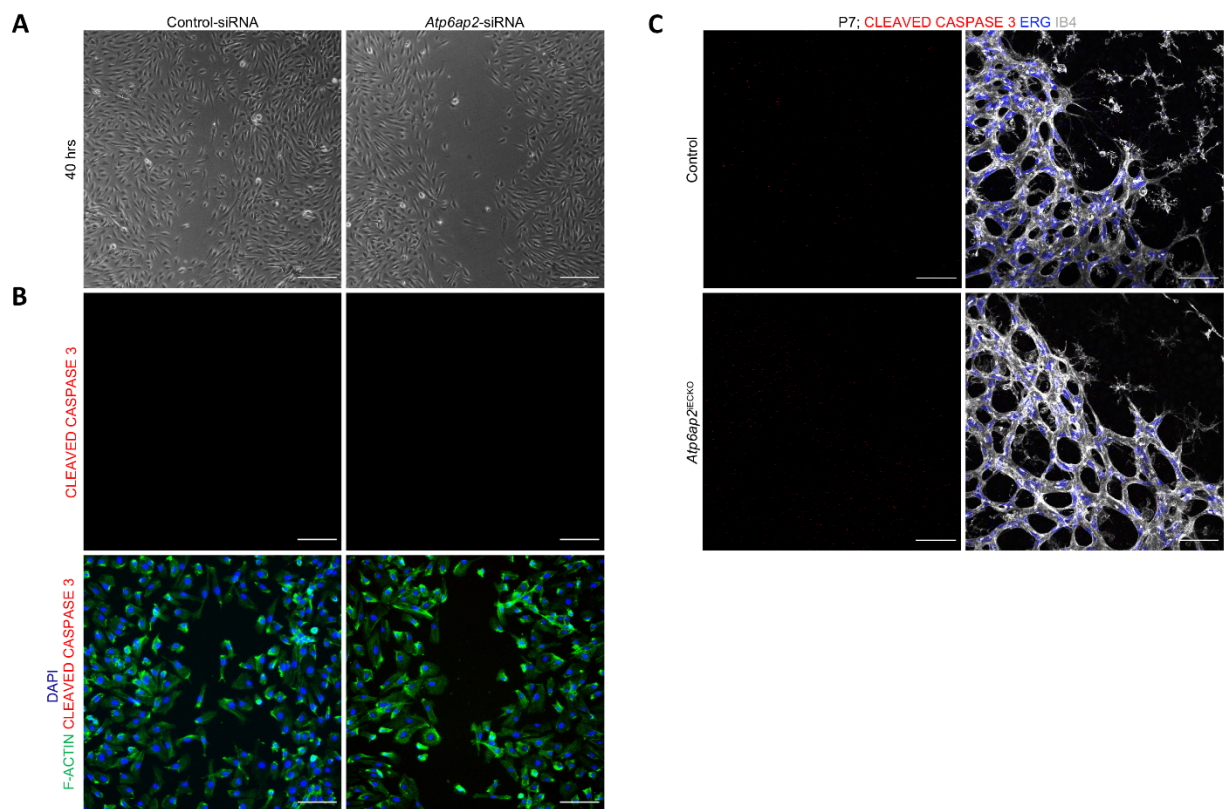

**Supplementary figure 7. Apoptosis is not associated with *Atp6pa2* deficient ECs. A)** Representative bright-field images of scratch assays using TeloHAECs transfected with control or *Atp6ap2*-siRNA after 40 hours (scale bars: 200  $\mu$ m). **B)** Control and *Atp6ap2*-siRNA treated TeloHAECs immunolabeled for CLEAVED CASPASE 3, F-ACTIN, and DAPI in (scale bars: 200  $\mu$ m). **C)** Close-up images of the vascular front in control and *Atp6ap2*<sup>IECKO</sup> P7 retinas immunolabeled for CLEAVED CASPASE 3, ERG, and IB4 (scale bars: 50  $\mu$ m).

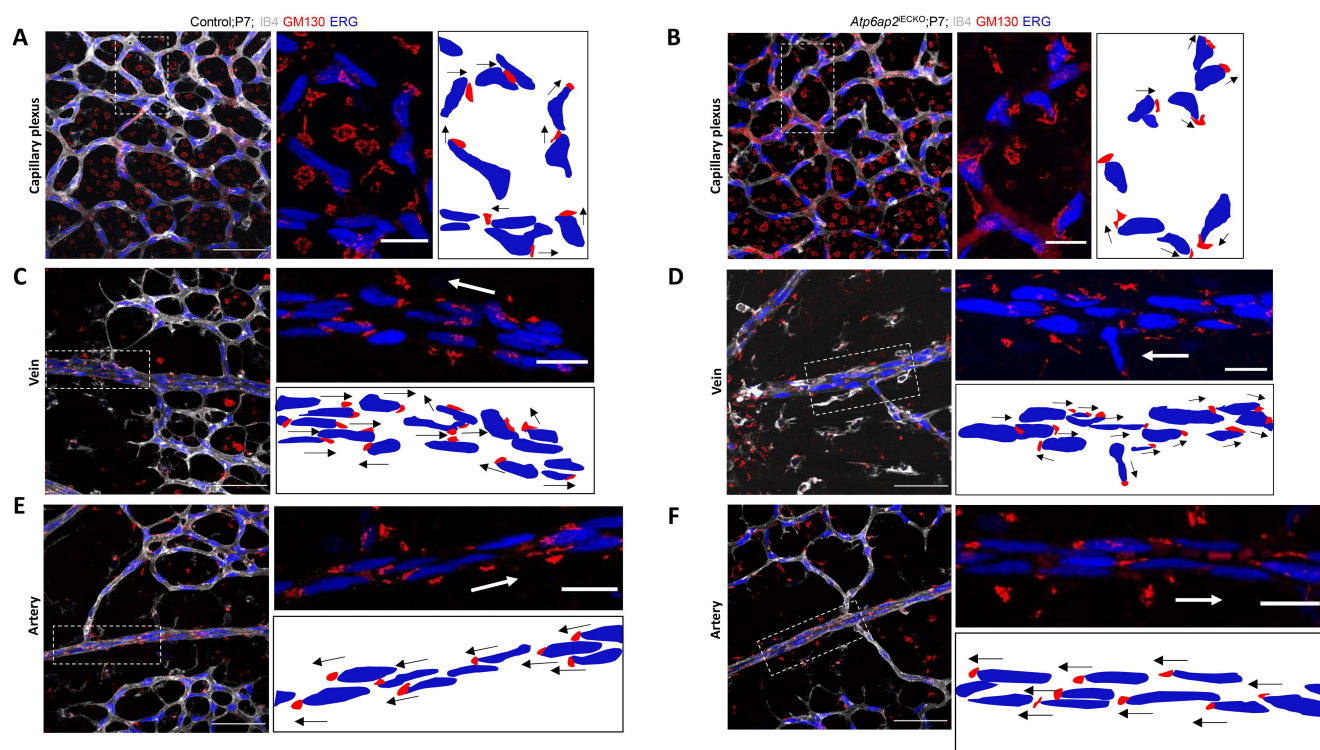

**Supplementary figure 8. Endothelial cell polarity appears unaltered in capillaries, veins, and arteries of *Atp6ap2*<sup>iECKO</sup> retinas.** Representative images of control and *Atp6ap2*<sup>iECKO</sup> retinas stained for GM130, ERG, and IB4 in the capillary plexus (A, B), vein (C, D), and artery (E, F) at P7 (n=7; scale bars: 50 μm and 15 μm for inset). Black arrows denote the direction of EC polarization; white arrows indicate direction of blood flow in veins and arteries.

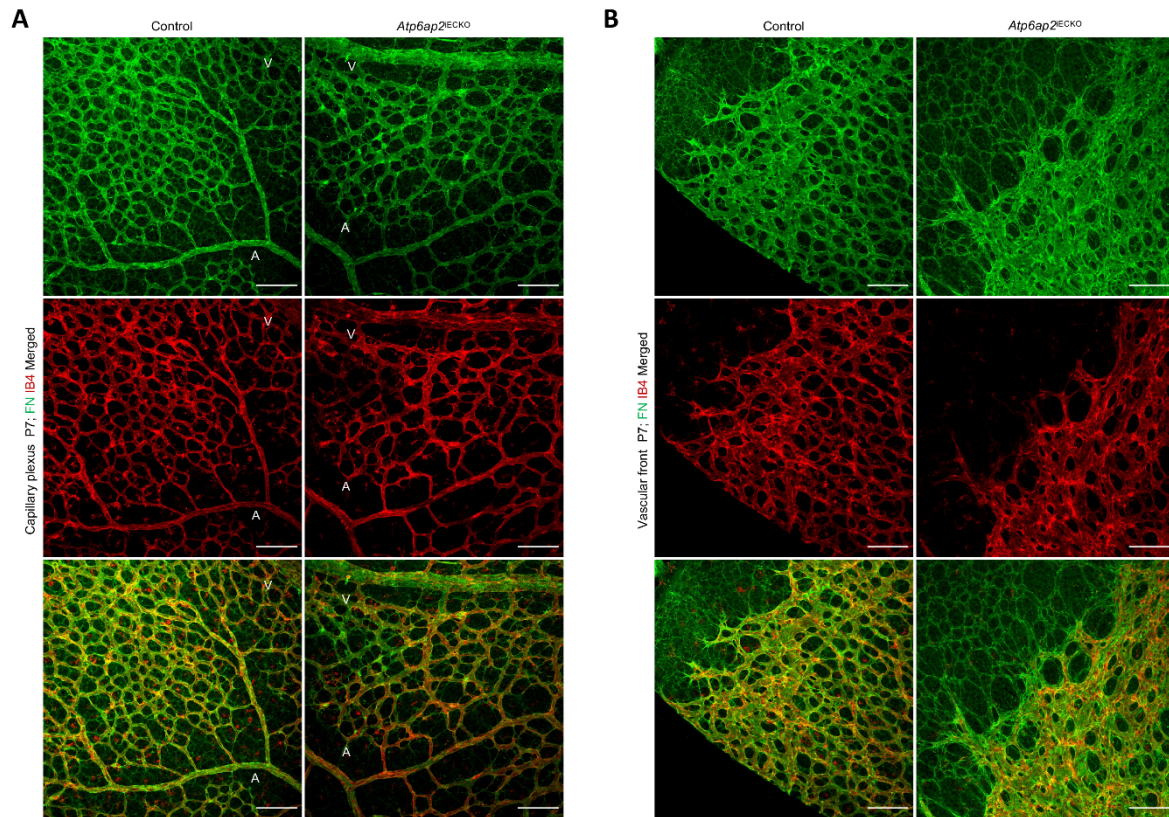

**Supplementary figure 10. FIBRONECTIN expression is unaltered in the retinal vasculature of *Atp6ap2*<sup>IECKO</sup> mice.** Representative images of control and *Atp6ap2*<sup>IECKO</sup> retinal vasculature fluorescently immunolabeled for FIBRONECTIN (FN) and IB4 in the **A**) capillary plexus and **B**) vascular front at P7 (n=4; A, artery; V, vein; scale bar: 100μm).

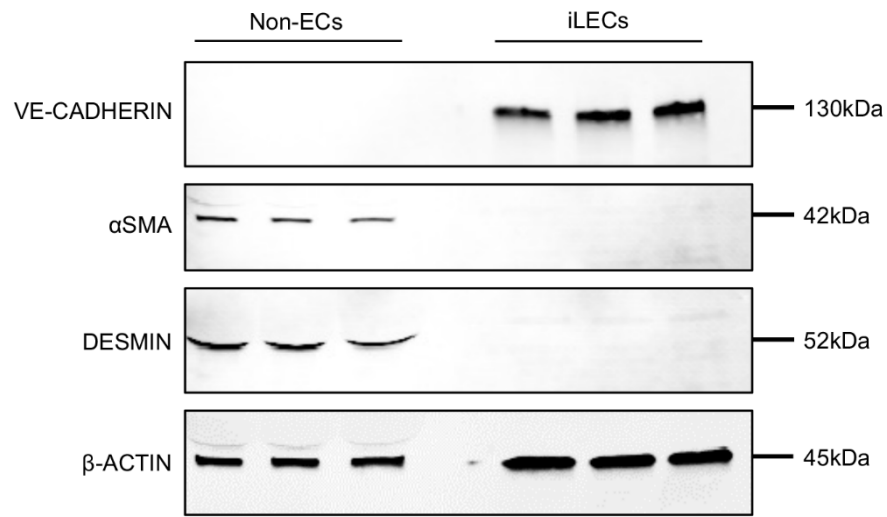

**Supplementary figure 11. Expression of VE-CADHERIN,  $\alpha$ SMA, and DESMIN in non-ECs and isolated lung ECs (iLECs) fractions.** Immunoblot analysis show VE-CADHERIN was only detected in iLECs, while  $\alpha$ -SMA and DESMIN were detected in the non-ECs fraction following EC isolation.  $\beta$ -ACTIN served as the protein loading control.

**Supplementary Table 1: List of qPCR primer sequence**

| Gene                                      | Forward (5' to 3')       | Reverse (5' to 3')      |
|-------------------------------------------|--------------------------|-------------------------|
| <i><math>\beta</math>-actin</i> (Mouse)   | CTCTTTTCCAGCCTTCCTTCT    | AGGTCTTTACGGATGTCAACG   |
| <i>GAPDH</i> (Human)                      | TGCACCACCAACTGCCTTAGC    | GGCATGGACTGTGGTCATGAG   |
| <i>Atp6ap2</i> (Mouse)                    | CCAGTTTGTTGTCTCGTCATAAGC | GCGTTCCCACCATAGAGACTG   |
| <i>ATP6AP2</i> (Human)                    | GTGTTTTGGGGAACGAGTTTAGT  | TCCTGGTATAGGCCAATTCCA   |
| <i><math>\alpha</math>-parvin</i> (Mouse) | TCCCCAAATCACCCACTCC      | AGGTTGATGGCGTTCATTCT    |
| <i>Col3a1</i> (Mouse)                     | CTGTAACATGGAACTGGGGAAA   | CCATAGCTGAACTGAAAACCACC |
| <i>Lama2</i> (Mouse)                      | TCCAAGCGCATCAACAGAG      | CAGTACATCTCGGGTCCTTTTC  |

How the deposited data were processed for this re-analysis (not part of the article)

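The data are RNA-Seq of iLECs from 3 control and 3 *Atp6ap2* iECKO samples at P7, after tamoxifen (100 μg) on P1 to P3, as the sample labels and the paper's methods give them. The authors aligned the reads to the mm10 mouse genome with the BaseSpace RNA-Seq alignment tool and quantified genes with its differential expression tool. The authors deposited 1 table with a value for each of 24972 gene symbols in each of the 6 libraries, whose unit is a normalized signal rather than a count. The sample labels call the values raw counts. The deposited values are not whole numbers, the median of their ratios to the geometric mean is 1.0036 in all 6 libraries, and only 68.4% to 82.9% of the low values are whole multiples of the smallest step. Reads can therefore not be recovered from them. For the differentially expressed genes, the paper's text names this tool but no annotation, significance threshold or fold change minimum. The legend of Figure 4D gives an FDR of at most 0.05 for the enriched GO terms. The statistics section gives a threshold of 0.05 for unpaired tests between 2 groups, without naming the RNA-Seq or an adjustment.

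Symbols were matched to the GENCODE annotation of GRCm38, the build the paper used, for coordinates. Of the symbols, 24549 (98.3%) matched the annotation and 24886 an Entrez identifier. Values were analysed as the log2 of the normalized count plus 1. Genes with a normalized count of at least 10 in at least 3 libraries were tested, 14456 in all. Differences between genotypes were tested with limma 3.58.1 in R 4.3.3, with a mean-variance trend, all 6 libraries and no covariate, and *P* values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05 and no fold change minimum. A count model had been chosen at first. It was not used because the deposited values are not counts, so edgeR and DESeq2 were not run. A pseudocount of 1 was chosen once the unit was known.

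Libraries of the 2 genotypes share replicate numbers 1 to 3 in their labels, which is the only source of a pairing, and the samples of a pair are different animals. The deviations of same-numbered libraries from their genotype's mean correlated by 0.15 on average, which does not establish a pairing. Each result was also computed with the replicate number as a covariate. Single values were compared with an exact permutation test, whose smallest two-sided *P* value with 3 samples against 3 is 0.1.

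Gene sets were the mouse Reactome pathways supplied with fgsea 1.28.0, of whose 63523 gene entries 59839 (94.2%) were matched to symbols, and lists written by hand for angiogenesis, axon guidance, extracellular matrix organization, the cell cycle, DNA replication, ribosome biogenesis, markers of cell types and several cellular responses. Sets with 10 to 1000 tested genes were used, 876 in all, of which 860 were from Reactome. Overrepresentation was tested with a one-sided Fisher's exact test against the genes tested, adjusted over all sets and both directions. Shifts of whole sets were tested with limma's camera with an inter-gene correlation of 0.01. The genes of Figure 4, E to G, were read from the figure. A p53 target list and a basement membrane list were added after some values had been seen.

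Named genes were every gene the paper names from the RNA-Seq, the collagen and laminin genes past the threshold, members of the lists, and the 5 largest rises and 5 largest falls among genes with an adjusted *P* value below 0.05, a mean of at least 100 and no overlap between genotypes. The test was tried on simulated data of the same size, in which genes were drawn independently with limma's moderated spread for each gene. Of 193 tested genes with a seeded change, 80.3% were called, 0 in the wrong direction, and 6.1% of the calls were genes without a change. With no gene changed, 0 of 14280 genes were called. Every seeded change was larger than the median of 0.89 among the genes called in the real data, and correlation between genes was not simulated. These rates may therefore not hold for the libraries.

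Totals of normalized counts per library were between 26243878 and 28725799. Relative depth, from the smallest step of each library's values, was between 1.00 and 1.55. As read numbers are unknown, no counting interval is given, and precision is given by the SD over 3 libraries per genotype and by a standard error. The standard error is limma's moderated value, which draws on the spread of all genes and is not that of the 3 libraries alone. Alternatives were other scalings, other filters, the replicate covariate, each replicate left out, other thresholds, other pseudocounts, other variance models and a covariate for the presence of *Xist*. Figures were drawn with matplotlib 3.10.9. The comparison with organ-specific endothelial transcripts (Figure 4C), GO terms, qPCR and immunoblots were not analysed here.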

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

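Every test in the part was chosen only after the result was seen.

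The paper does not discuss the 5 genes with the largest rises in *Atp6ap2* iECKO iLECs, which were picked out because their signal in every *Atp6ap2* iECKO library exceeded that in every control library. *Esr1* had a log2 fold change of 3.87 (adjusted *P* = 0.0104, from 0.00681 to 0.0459 over the alternatives), *Eda2r* of 2.67 (0.0103, from 0.00312 to 0.0446), *Nts* of 2.13 (0.0256, from 0.0182 to 0.0914), *Dctd* of 2.01 (0.0152, from 0.0121 to 0.068) and *Abcb1b* of 1.90 (0.0121, from 0.0104 to 0.0528). The filter of at least 10 in every library left out *Esr1*, so the range for *Esr1* does not cover that alternative. All 5 genes were higher in 3 of 3 *Atp6ap2* iECKO libraries. They were selected for being large and without overlap, so their size is overstated to an unknown degree.

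The *Atp6ap2* iECKO libraries were deeper, by 1.25 to 1.55 times the shallowest library against 1.00 to 1.04 times in controls. The median log2 fold change of the 3558 genes with a mean of 50 to 300 was -0.01, but the authors' normalization centers each library, so that this median would stay near 0 in any case. If the values were still raised in proportion to depth, dividing each library by its relative depth would remove the rises. After that division the lowest *Atp6ap2* iECKO value was above the highest control value for all 5 genes, and the smallest log2 fold change was 1.5, for *Abcb1b*. A difference in proportion to depth is therefore too small to produce the rises, and effects of depth of another kind were not tested. After correction of the libraries for GC content and gene length, the log2 fold changes moved little, from 3.87 to 3.90 for *Esr1*, from 2.67 to 2.64 for *Eda2r*, from 2.13 to 2.05 for *Nts*, from 2.01 to 1.96 for *Dctd* and from 1.90 to 1.80, the smallest of the 5, for *Abcb1b*. All 5 had adjusted *P* values below 0.05 after it (from 0.00986 to 0.029, and from 0.0163 to 0.026 with the replicate covariate). With the presence of *Xist* as a covariate, the largest adjusted *P* value of the 5 genes was 0.0262. The part of the rises that follows GC content and length across all genes was therefore small, and the presence of *Xist* did not remove them.

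For *Esr1* a further technical source applies. The transgene of *Atp6ap2* iECKO mice encodes Cre fused to an estrogen receptor ligand-binding domain, and its reads could be counted on *Esr1*. *Esr1* had normalized counts of 28.0, 17.2 and 6.21 in the controls and of 142, 309 and 270 in the *Atp6ap2* iECKO libraries, and the lowest *Atp6ap2* iECKO value was 5.05 times the highest control value. That pattern would follow both from transgene reads and from transcription of the endogenous gene. Values per exon, which could part them, are not in a table of gene totals, so the rise of *Esr1* cannot be told apart from transgene reads.

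*Eda2r* is a target of p53. A list of 28 other p53 target genes, written after *Eda2r* had been seen, was higher in *Atp6ap2* iECKO iLECs (camera adjusted *P* = 0.00101, and 0.00265 with the replicate covariate), with a median log2 fold change of 0.32. Of the 28 genes 20 were higher, 6 of them upregulated, and 8 were lower, 1 of them downregulated. The list's median was higher in 3 of 3 *Atp6ap2* iECKO libraries than in any control library (0.20, 0.30 and 0.36 against 0.05, 0.01 and -0.07). A p53 response is a candidate explanation for *Eda2r*. As the control samples carried no Cre, a response to Cre activity and a response to the loss of ATP6AP2 cannot be told apart. The paper's Cre control (Supplementary Figure 4) measured retinal outgrowth, and RNA-Seq of mice with Cre alone was not analysed here. No explanation specific to *Nts*, *Dctd* or *Abcb1b* was tested.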

How the results depend on the processing

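The scalings, filters, thresholds, replicate covariate and fits leaving out a replicate were set before the data were examined. The pseudocounts of 0.1 and 10, the variance models (no mean-variance trend, vooma weights) and the *Xist* covariate were chosen after seeing the data. Of the first group, size factors by relative log expression (already in the deposited values) and 2 count tests, the Wald test and limma-voom (the values are not counts), were not run.

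The enrichment of Extracellular matrix organization among downregulated genes and the falls of the fibroblast and mural markers kept their direction and their side of the threshold under every alternative run, with adjusted *P* values from 3.86e-18 to 2.69e-07, from 2.02e-14 to 4.33e-11 and from 2.27e-18 to 1.74e-13. *Col4a1*, *Col4a2* and *Parva* also kept their direction and stayed above the threshold under every alternative. The summary counts (within 1.5 times), the enrichments, the marker medians and *Atp6ap2* and *Fn1* also held under upper quartile scaling, a filter of at least 10 in every library, the replicate covariate, both other pseudocounts and vooma weights. Library size scaling moved the median log2 fold change of all genes to 0.045 and that of the endothelial markers from -0.01 to 0.03, which reversed its sign without passing the threshold.

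With no filter, *Fn1* (-0.84) had an adjusted *P* value of 0.0505. With the *Xist* covariate, 767 genes passed, 248 of them upregulated, and *Fn1* (-0.84) had an adjusted *P* value of 0.064. The range for *Fn1* over all alternatives was 0.0196 to 0.155. An adjusted *P* value below 0.01 left 90 genes, 8 higher and 82 lower, with 2 genes each of Figures 4E, 4F and 4G and 2 collagen genes. A log2 fold change of at least 1 left 500 genes, 122 higher and 378 lower, with 8 genes of Figure 4E and 3 of Figure 4F.

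Without the mean-variance trend, 304 genes passed, 69 higher and 235 lower, with 5 genes of Figure 4E, 3 of Figure 4F, 3 of Figure 4G and 4 collagen genes. The log2 fold changes of *Atp6ap2* (-1.22, adjusted *P* = 0.0917, from 0.00604 to 0.103 over its alternatives) and *Fn1* (-0.84, 0.106) no longer passed. Nor did the enrichment ratios of DNA Replication (4.28), Cell Cycle (3.24), ribosome biogenesis (8.55), angiogenesis (3.48) and Axon guidance (2.88).

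Across the 6 fits that each left out one replicate, the count of differentially expressed genes ranged from 206 to 983, of upregulated genes from 28 to 460 and of downregulated genes from 178 to 658. The genes passing ranged from 4 to 11 for Figure 4E, from 2 to 6 for Figure 4F, from 3 to 12 for Figure 4G, from 5 to 14 for collagens and from 1 to 2 for laminins. Log2 fold changes ranged from -1.54 to -1.0 for *Atp6ap2* and from -1.02 to -0.67 for *Fn1*, and 1 of the 6 fits called each. Enrichment ratios ranged from 4.48 to 15.78 for DNA Replication, from 2.93 to 8.71 for Cell Cycle, from 0 to 21.68 for ribosome biogenesis, from 3.28 to 6.06 for angiogenesis and from 2.61 to 3.85 for Axon guidance. Marker medians ranged from -0.10 to 0.05 (endothelial), from -0.29 to 0.33 (epithelial) and from -0.10 to 0.73 (leukocyte). Without control replicate 3 the epithelial markers were higher (adjusted *P* = 3.98e-07, from 3.98e-07 to 0.956 over the alternatives), and without *Atp6ap2* iECKO replicate 2 the leukocyte markers were (1.14e-08, from 1.14e-08 to 0.953). The range was -0.15 to 0.52 for *Col4a3*, -0.20 to 0.54 for *Col4a4*, -0.46 to 0.06 for *Col4a5* and -0.43 to 0.34 for *Col4a6*. Leaving out control replicate 3 or *Atp6ap2* iECKO replicate 2 or 3 reduced the counts most. Of the 1193 genes called with all 6 libraries, at least 1187 changed in the same direction in each of these fits.

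The counts that follow leave out *Atp6ap2*, *Parva*, *Fn1*, *Col4a1* and *Col4a2*, which are described above. They include heatmap genes that the text does not name. Among these single genes, 26 were weaker without the trend, 4 with the *Xist* covariate and 1 with a pseudocount of 0.1. Library size scaling, upper quartile scaling, no filter and vooma weights each made 2 weaker. With the replicate covariate 1 was stronger. In the fits leaving out a replicate, 29 were weaker without *Atp6ap2* iECKO replicate 3, 25 without control replicate 3, 24 without *Atp6ap2* iECKO replicate 2, 10 without control replicate 2, and 5 each without control replicate 1 and without *Atp6ap2* iECKO replicate 1. Each fit leaving out a control replicate reversed 2, and that without control replicate 1 made 2 stronger. The cause of these changes was not tested. The depth of the data limits genes with low values most, such as *Col22a1*, since the number of reads behind a value is unknown.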

Differences from the paper's values

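The paper's count of differentially expressed genes is 1876, and 1193 were found here. Of the alternatives set before the data were examined, only the replicate covariate came within 1.5 times the paper's count, at 1508 genes. Library size scaling (1172), upper quartile scaling (1214), no filter (1047), a filter of at least 10 in every library (1232), an adjusted *P* value below 0.01 (90), a log2 fold change of at least 1 (500) and the fits leaving out a replicate (206 to 983) did not.

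The paper's count of upregulated genes is 823, and 474 were found here. Library size scaling (573) and the replicate covariate (670) came within 1.5 times the paper's count. Upper quartile scaling (510), no filter (402), a filter of at least 10 in every library (499), an adjusted *P* value below 0.01 (8), a log2 fold change of at least 1 (122) and the fits leaving out a replicate (28 to 460) did not. Without adjustment, 3453 genes had a *P* value below 0.05, of which 1671 were higher, which is above both of the paper's counts. No setting with adjusted *P* values reached either of them.

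The paper describes type IV collagen as reduced in the retina as in the iLEC RNA-Seq. Here *Col4a1* and *Col4a2* had log2 fold changes of 0.13 and 0.09 in iLECs, and 0 of the 6 type IV collagen genes passed the threshold, with 0 at an unadjusted *P* value below 0.05. No setting that was run called any of them lower.

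The paper describes fibronectin as without obvious change in the retina, comparable with the iLECs. It does not state whether that comparison refers to the RNA-Seq, so a difference from the paper is not certain. Here *Fn1* had a log2 fold change of -0.84 in iLECs (adjusted *P* = 0.0463, from 0.0196 to 0.155 over its alternatives). It was not called under the fits without control replicate 1, 2 or 3, without *Atp6ap2* iECKO replicate 2 or 3, with no filter, or, among the alternatives chosen after seeing the values, with no trend or with the *Xist* covariate.

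The paper describes *Parva* as downregulated, with a log2 fold change that is the same as the -0.27 found here. Its adjusted *P* value was 0.068, and no setting that was run brought it below 0.05. Of the heatmap genes the paper shows as downregulated, 6 were lower here without passing the threshold. With the adjustment made over the genes of their heatmap alone, all 6 passed. With the adjustment over all genes tested, *Lama5* (adjusted *P* = 0.0532) and *Col7a1* (0.0562) passed without control replicate 1 and *Col14a1* (0.0977) with the replicate covariate. *Spry1* (0.0562), *Spry2* (0.0619) and *Fstl3* (0.0705) passed under no setting with that adjustment. The paper describes laminins as changed, and 1 of 11 laminin genes passed here, rising to 2 without control replicate 1 or *Atp6ap2* iECKO replicate 1.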

Other observations

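The tests of fibroblast, mural and smooth muscle, ERK response, V-ATPase, cholesterol synthesis, lysosome and unfolded protein response genes, and the count of splits for all differentially expressed genes, were chosen in advance, and every other test in the part was chosen only after the result was seen.

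Extracellular matrix genes were lower in *Atp6ap2* iECKO iLECs, and so were markers of cells other than endothelial cells that share no gene with the heatmaps. Fibroblast markers had a median log2 fold change of -1.47 (camera adjusted *P* = 2.22e-13) and mural and smooth muscle markers of -1.41 (9.44e-16), each lower in 3 of 3 *Atp6ap2* iECKO libraries. Endothelial markers had a median of -0.01 (0.737), but the centering of the libraries would hold markers of the main cell type near 0, so a change in the share of endothelial cells cannot be excluded. Fewer fibroblasts and fewer mural and smooth muscle cells in the *Atp6ap2* iECKO isolates are therefore candidate explanations for the lower matrix transcripts. If so, these cells could be fewer in the lungs of *Atp6ap2* iECKO mice, which is a biological difference, or fewer could be carried through the CD31 isolation, which is a technical one, and these data cannot part them. Lower transcription of the marker genes in the endothelial cells themselves is not excluded either. The size of the falls in the Figure 4G genes (median -1.33) was close to that of the markers.

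If the endothelial cells lowered their own matrix transcription, genes of the vascular basement membrane might fall. A list of 12 such genes had a median log2 fold change of -0.03, with 6 lower and 6 higher (camera adjusted *P* = 0.713). As it was written after the collagen and laminin values had been seen, it cannot decide on lower transcription in the endothelial cells themselves. A list of 21 ERK response genes had a median of -0.07 (0.384), so reduced ERK signaling was not detected at the level of these transcripts. The matrix set was still lower after correction for GC content and gene length (adjusted *P* = 1.37e-05, and 5.92e-05 with the replicate covariate), with its median moving from -0.19 to -0.16 and values for 100% of its genes. It was also lower among its 114 genes with a mean of at least 1000 (6.54e-06, median -0.14), where the greater depth of the *Atp6ap2* iECKO libraries would matter least. The correction moved the set little, so it shows only that the part of the fall that follows GC content and length across all genes was small.

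The paper's immunoblot of the fractions (Supplementary Figure 11) shows αSMA and desmin in the non-EC fraction and VE-cadherin in iLECs. In the iLEC libraries, *Des* had a normalized count of 878.6 ± 188.6 in controls and 270.5 ± 50.4 in *Atp6ap2* iECKO mice (SD, n = 3 each), with a log2 fold change of -1.69 (adjusted *P* = 0.00831). *Acta2*, which encodes αSMA, had 1205 ± 476.2 and 431.2 ± 149.0, with a log2 fold change of -1.45 (0.0504). *Cdh5*, which encodes VE-cadherin, had 92569 ± 17220 and 96010 ± 7186, with a log2 fold change of 0.07 (0.8535).

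DNA replication and cell cycle genes were higher in *Atp6ap2* iECKO iLECs. If the loss of other cells concentrated endothelial RNA, endothelial markers would rise by as much. The median was 0.26 for the Reactome set DNA Replication, 0.25 for Cell Cycle and 0.91 for the hand-written DNA replication list, against -0.01 for the endothelial markers. Scaling of the libraries cannot change the differences between these medians. The concentration of endothelial RNA alone would not produce them. Whether the transcripts come from endothelial cells was not tested, as the libraries are of whole isolates.

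ATP6AP2 is an accessory subunit of the V-ATPase, and 4 responses to its loss were tested. The 16 V-ATPase subunit genes did not shift (median 0.05, camera adjusted *P* = 0.871), nor did 30 lysosome genes (median -0.08, 0.34) or 23 genes of the unfolded protein response (median 0.11, 0.0885). The 23 cholesterol synthesis genes were slightly higher (median 0.15, 0.0449), which did not hold with the replicate covariate (0.0733). The list's median was 0.08, 0.12 and 0.16 in the *Atp6ap2* iECKO libraries and 0.06, 0.08 and -0.15 in the controls, so it overlapped. A small rise in cholesterol synthesis is at most a hypothesis, and it was not tested against technical explanations.

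The 6 libraries can be split into groups of 3 in 10 ways, so the share of splits with a result as large is never below 0.1 and chance cannot be excluded in this way. Only the real split, 1 of 10, gave as many differentially expressed genes, as many upregulated genes, as many downregulated genes and as many downregulated collagen genes. The other 9 splits gave 0 genes each, with 109 to 861 genes at an unadjusted *P* value below 0.05, against 3453 in the real split. The camera *P* value was as small in 1 of the 10 splits for Extracellular matrix organization, for DNA Replication, for ribosome biogenesis, for the fibroblast markers and for the mural and smooth muscle markers. It was as small in 2 of the 10 splits for Cell Cycle, angiogenesis and Axon guidance. Splits that mix the genotypes gave camera *P* values as low as 1.25e-20 for Cell Cycle and 1.72e-16 for ribosome biogenesis. The size of such a value is therefore no measure of the spread between samples. The real split parts all 3 same-numbered pairs, as do 3 of the other splits, and it gave the smallest *P* value and the most genes of these 4 for each result. The other 6 splits part 1 pair and keep 2 pairs together.

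The labels give an fl/Y genotype to all 6 samples, whereas 4 libraries had *Xist* at 37704 to 47487 and 2 had it at 19.3 and 31.7. The paper states that both male and female neonates were analyzed. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were at 0 in control replicate 2 and *Atp6ap2* iECKO replicate 1, which had *Xist*. In *Atp6ap2* iECKO replicate 3, also with *Xist*, they were at most 0.33% of their level in the libraries without it. These values argue against the fl/Y label for those samples. For control replicate 1 the sex in the label may also differ from that of the sample. Each genotype had 1 library without *Xist*. In control replicate 1, which had *Xist*, 4 Y-linked genes were at 1.91% to 3.76% of their level in the libraries without *Xist* (mean 2.73%). In the other libraries with *Xist* they reached at most 0.33%, so reads of their X-linked homologs are not the source. An admixture of male cells or reads in control replicate 1 is a candidate source. No biological explanation was tested.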
